# The Transcriptional Landscape of Pericytes in Acute Ischemic Stroke

**DOI:** 10.1007/s12975-023-01169-x

**Published:** 2023-06-28

**Authors:** Carolina Buizza, Andreas Enström, Robert Carlsson, Gesine Paul

**Keywords:** Pericytes, Ischemic stroke, Single-cell RNA sequencing, Interleukin 11

## Abstract

The current treatment options for ischemic stroke aim to achieve reperfusion but are time critical. Novel therapeutic approaches that can be given beyond the limited time window of 3–4.5 h are still an unmet need to be addressed to improve stroke outcomes. The lack of oxygen and glucose in the area of ischemic injury initiates a pathological cascade leading to blood-brain barrier (BBB) breakdown, inflammation, and neuronal cell death, a process that may be intercepted to limit stroke progression. Pericytes located at the blood/brain interface are one of the first responders to hypoxia in stroke and therefore a potential target cell for early stroke interventions. Using single-cell RNA sequencing in a mouse model of permanent middle cerebral artery occlusion, we investigated the temporal differences in transcriptomic signatures in pericytes at 1, 12, and 24 h after stroke. Our results reveal a stroke-specific subcluster of pericytes that is present at 12 and 24 h and characterized by the upregulation of genes mainly related to cytokine signaling and immune response. This study identifies temporal transcriptional changes in the acute phase of ischemic stroke that reflect the early response of pericytes to the ischemic insult and its secondary consequences and may constitute potential future therapeutic targets.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12975-023-01169-x.

## Introduction

Stroke is the second leading cause of death worldwide and one of the main reasons behind adult disability [1].

In ischemic stroke, the interruption of nutrients and oxygen supply to the affected brain regions leads to a cascade of molecular and cellular events arising within seconds to minutes from the ischemic insult and progresses for days up to weeks. Stroke pathology develops in different phases that can be divided into a hyperacute, an acute, and a chronic phase [2]. The first few hours following the initial event correspond to the hyperacute phase, characterized by cell death, and breakdown of the blood-brain-barrier (BBB) [3, 4], followed by the acute phase which is usually considered to last for a few days, characterized by microglial and astrocytic activation, increased BBB permeability, vascular leakage, and inflammation [5]. The chronic phase starting days after the injury involve endogenous repair mechanisms including vascular remodeling, neural plasticity, and scar formation [6, 7].

Currently, available treatments, like tissue plasminogen activator (tPA) [8, 9] and thrombectomy, can only be given during a narrow time window within the first few hours after stroke onset, and are therefore available only to a small number of patients [8, 10]. As such, the development of therapeutic interventions that could target stroke pathogenesis beyond the hyperacute phase and improve stroke outcome is a global health priority.

Pericytes are one of the first cell types to respond to hypoxia [11, 12]. Surrounding the endothelial cell layer at the microvasculature, they form a key component of the BBB [13] and maintain BBB integrity and the vascular tone [14]. The response of pericytes to hypoxia may result in detrimental effects, e.g., early cell death contributing to restricted capillary blood-flow [15, 16] and their detachment from the capillaries that in turn leads to BBB breakdown [17]. However, pericytes also mediate beneficial effects in ischemic stroke, such as contributing to angiogenesis and stabilization of newly formed vessels [18, 19]. Pericytes may exert these different functions at different timepoints after stroke; however, the exact timeline and sequence of pericytes response associated with pathological events after ischemic stroke as well as the underlying molecular mechanisms governing this sequential response are currently not known [20]. Overall, their unique position at the blood/brain interface, their essential functions related to angiogenesis, and their ability to react to hypoxia potentially place pericytes at the top of the stroke cascade and make them an ideal candidate for therapeutic interventions that could regulate several key pathological hallmarks [21, 22].

One of the adaptive responses of pericytes to hypoxic environments is the expression of regulator of G-protein signaling 5 (RGS5), a negative regulator of G-protein-coupled receptors that in the brain is exclusively expressed by vascular mural cells, and a valuable tool to specifically identify pericytes in the brain [23–25]. Here, we utilize RGS5 reporter mice [26] in order to characterize the specific molecular pericyte response and potential differences between subpopulations of pericytes within the vascular niche in ischemic stroke at different timepoints of the acute ischemic cascade. To our knowledge, we present the first study comparing specific transcriptomic changes at a single-cell level between the ipsilateral and the non-affected contralateral hemispheres of the brain at 1, 12, and 24 h after the ischemic stroke insult. Overall, this study suggests a role of a subcluster of pericytes in ischemic stroke that warrants future investigation as a potential target population to intersect the pathological progression in stroke evolution.

## Materials and Methods

### Animals

We utilized C57bl/6 wildtype (WT) mice (*n*=10) and male RGS5^GFP/+^ mice (*n*=27) aged 8–12 weeks from a KO/knock-in reporter mouse strain that expresses green fluorescent protein (GFP) under the promoter of RGS5 in a C57bl/6 background [26]. In this model, one allele of RGS5 is replaced by GFP, making it possible to track pericytes by GFP expression under the activated RGS5 promoter.

RGS5^GFP/+^ mice were used for single-cell RNA sequencing (*n*=3), and real-time quantitative PCR (RT qPCR) verifications (*n*=24), of which *n*=12 were selected for pMCAO and *n*=12 for sham operations. Sham animals were used in order to further validate the use of the contralateral hemisphere as healthy control. Three WT mice for each RT-qPCR replicate were used as a negative control for GFP staining at the flow cytometer. *n*=7 additional WT mice underwent pMCAO for protein verifications by immunohistochemistry.

All animal experiments were approved by the Ethical Committee of Lund University (14205-199), and methods were carried out in accordance with the relevant guidelines and regulations. Animals were housed under standard conditions with a 12-h light/dark cycle and had access to food and water ad libitum. Every effort was made to keep animal numbers minimal according to the 3 R guidelines and principles of the Swedish Research Council (https://djurforsok.info/).

### Permanent Middle Cerebral Arterial Occlusion

In order to obtain a localized and reproducible stroke lesion, we used a pMCAO model. The distal part of the left MCA was occluded using electrocoagulation to induce focal ischemia as previously described [27]. Briefly, animals were anesthetized using 5% isoflurane initially, then 1.5–2% isoflurane was maintained during surgery. A total of 100 μl Marcain (2 mg/kg) (AstraZeneca) was locally applied to the site of surgery and a ~1-cm long incision was made between the left lateral ear and eye. The temporal muscle was detached from the skull in its apical and dorsal parts and the parotid gland moved aside. After identifying the MCA in the rostral part of the temporal area, dorsal to the retro-orbital sinus, a small craniotomy was made at the anterior distal branch of the MCA, using a surgical drill. After exposing the MCA, the artery was occluded using electrocoagulation forceps (ICC50; Erbe), proximal and distal to the bifurcation branch point. In the case of anatomical variation where no bifurcation was present, the MCA was coagulated twice, before the wound was sutured. Sham operations were conducted in the same way, but without occluding the MCA.

### Tissue Processing

At the respective timepoint, mice were transcardially perfused with 0.9% saline for 5 min. Brains for immunohistochemistry were extracted and frozen at −80 °C, then cut on a cryostat to coronal 20-μm-thick sections on glass slides. Sections were kept at −20 °C until further analysis. Brains for fluorescence-activated cell sorting (FACS) and single-cell sequencing were kept on ice and processed as described below.

### Tissue Dissociation for 10× Genomics

Bulk live non-neuronal cells were isolated according to Chang et al. [28]. After saline perfusion, the brains stroke ipsilateral cortical region or corresponding contralateral cortical region were minced with a razor blade and dissociated with enzymatic digestion using collagenase IV (400 U/ml, Worthington Biochemical, cat. LS004188), dispase I (1.2 U/ml, Worthington Biochemical, cat. LS02104), and DNAse I (32 U/ml, Thermo Fisher Scientific, cat. 18047019) in 6 ml phosphate buffer saline (PBS) with 0.9mM CaCl_2_ and 0.49 mM MgCl_2_ per sample. The solution was incubated at 37°C for 1 h with mechanical trituration every 10 min with 1000 μl followed by 100 μl pipette tips. After the tissue was disaggregated, 1 ml of fetal bovine serum (FBS) was added to the solution to stop the enzymatic reaction, filtered through a 40-μm filter, and centrifuged at 400 g for 5 min at 4 °C. The cells were washed once with ice-cold PBS before being centrifuged again at 400 × g for 5 min at 4 °C and resuspended in 10 ml of ice-cold 20% BSA in 1x PBS and centrifuged at 1000 × g for 25 min at 4 °C for removal of myelin and neurons. The cells were then resuspended in FACS buffer (0.5% BSA in PBS) and kept on ice for subsequent staining.

### FACS

For 10× genomics, single-cell suspensions were incubated with Fc-block for 15 min, followed by incubation with specific antibodies or corresponding isotype-matched control antibodies at a concentration of 1 μg/μl at 4 °C for 30 min in darkness in FACS buffer. To specifically isolate pericytes, we used RGS5-reporter mice (see methods). We verified the presence of live single-cell pericytes (CD140b^+^, CD13^+^, GFP^+^, DAPI^-^, PECAM1^-^) dissociated from endothelial cells among the processed cells before each experiment. We then sorted neuron depleted (see above) live DAPI^-^ bulk brain cells on ARIA-II. After sorting, a fraction of the cells was re-stained as explained above and re-analyzed in the flow cytometer to check for the survival of pericytes and endothelial cells (GFP^-^, PECAM1^+^, DAPI^-^) after sorting. Bulk-sorted cells were evaluated for > 80% viability with trypan blue staining. For each replicate of 10× analysis, 8500 cells were resuspended in 45 μl FACS buffer.

For qPCR-validation experiments of the scRNAseq data, single-cell suspensions were incubated with primary antibodies or corresponding isotype-matched control antibodies at 1 μg/μl at 4 °C for 30 min in darkness, after incubation with Fc-block as described above. Then, the cell suspensions were washed twice with PBS. For FACS sorting, quadrant gates were drawn to separate pericytes from the rest of the populations based on differences in specific antigen expression: pericytes were selected based on GFP^+^, CD140b^+^, CD13^+^, and PECAM1^-^, and all other cell populations were selected based on GFP^-^ (indicated as bulk), in order to compare the relative gene expression (Table 1). Cells were sorted on a FACS-ARIA II. To obtain a sufficient number of pericytes for subsequent RNA isolation, *n*=4 mice were pooled for each condition. For each replicate, one WT mouse was used as a negative control for GFP staining.

**Table 1:** FACS antibodies

Target	Supplier	Clone	Fluorophore
CD140b	eBioscience	APB5	APC
CD13	BD Pharmingen	R3-242	PE
PECAM1	Invitrogen	390	PE-Cy5
CD16/32	Biolegend	93	/

### Single-Cell Sequencing and Analysis

10× reactions were prepared with the v3.1 3’ x10 kit. cDNA and libraries were amplified according to the manufacturer’s (10× genomics) instructions. The single-cell libraries were sequenced on Illumina NOVA-seq (1- and 12-h samples) or HiSeq-seq (24-h samples) sequencers. The data was demultiplexed and genes were counted with the Cell ranger software (v.5). Cellranger aggr was run in order to normalize for sequencing depth between experiments. The Seurat suite v.4 was used to analyze and normalize the scRNA-seq data. Cells with a number of features <200 and a mitochondrial content above 10% were filtered out. The data was then log-normalized, and clusters were defined according to the highest number of clusters from the find-neighbors, find-clusters function in Seurat. Uniform manifold approximation and projection (UMAP) was run with the same number of dimensions not to under- or over cluster the data. To define cluster identities, we compared the expression of cell type-specific transcripts reported in the literature [29–36]. Differentially regulated genes (DEGs) were identified with the findallmarker- or findconservedmarker- functions in Seurat. Fast gene set enrichment analysis (FGSEA) was performed on the DEGs to define Hallmark gene set enrichments within the data [37, 38].

Matrix (M) and transport (T) pericytes were defined according to the gene list in [39]. By using the R package Ucell [40], the signatures for M- or T-pericytes were added to the Seurat object containing the mural cells in Fig. 2 from our dataset. The following mouse RNA transcripts were used to identify the two different populations. T-pericyte: *Slc20a2*, *Slc6a1*, *Slc1a3*, *Slc12a7*, *Slc6a12*, *Slc6a13*; M-pericyte: *Col4a1*, *Col4a2*, *Col4a3*, *Col4a4*, *Lama4*, *Adamts1*.

R Velocyto analysis [41] was performed on a .loom file generated from the 12-h ipsilateral stroke scRNAseq data. Endothelial cells (*Pecam1*^*+*^) and mural cells (*Pdgfrβ*^*+*^, *Rgs5*^*+*^, or *Acta2*^*+*^*,* respectively) were subclustered and trajectories were calculated for pseudotime nascient to mature RNA changes. *Il11* pericytes were identified as *Pdgfrβ*^*+*^, *Rgs5*^*+*^, *Il11*^*+*^, and *Acta2*^*-*^. The population that was on the way to becoming *Il11*-expressing pericytes was named “transient,” while the pericytes that were stationary in their nascent to mature RNA expression were denoted “stationary.” To identify what gene signatures differed between the transient and the stationary population, we isolated the individual cells with the “select cells” function in Seurat and R. Following selection, the DEGs between the transient and stationary pericytes were identified with the FindAllMarkers function in Seurat. Furthermore, a gene signature of the top 40 genes for transient pericytes was chosen for a Ucell signature add-on to the Seurat object. The transient top 40 gene signature was plotted across the 1-, 12-, and 24-h scRNAseq mural cell subclusters as UMAP.

### Real-Time Quantitative PCR

To further confirm single-cell data, we isolated pericytes as previously described from the ipsi- and contralateral hemispheres either from stroke mice or sham-treated mice at 24 h after the surgery. To ensure the collection of a sufficient number of sorted pericytes to perform the subsequent RT qPCR, cells from 4 mice were pooled for each condition, and the experiment was repeated 3 times. Total mRNA was isolated with RLTplus lysis buffer (Quiagen) from pericytes or bulk cells previously isolated by FACS. After mRNA purification, cDNA was retrotranscribed using Thermo Scientific Maxima First Strand cDNA Synthesis Kit for quantitative polymerase chain reaction (RT-qPCR). Samples were then prepared for qPCR using PowerUp™ SYBR® Green Master Mix (Thermo Fisher). Forward and reverse primers (TAG Copenhagen) of interest (Table 2) were added at a concentration of 0.05 μM/well. We then added 1 μl of cDNA from each sample and UltraPure water (Invitrogen) to reach the final volume of 10 μl/well. *Il11* master mix was supplemented with 0.5 M betaine (Sigma Aldrich) to enable PCR amplification of the GC-rich *Il11* transcript. The analyses were run on a Bio-Rad CFX96 RT qPCR system. Thermal cycling started with incubation at 50 °C for 2 min, followed by initial denaturation at 95 °C for 2 min. Cycling was made with 15 s denaturation followed by the annealing and extension at 60 °C for 1 min, for a total of 44 cycles. To calculate the relative target gene expression, the 2^−ΔΔCt^ method was used [42]. Each qPCR round of the triplicate was performed in duplicates measuring the relative expression of the genes from stroke ipsilateral pericytes in comparison with stroke contralateral pericytes.

**Table 2:** Primers

*Gene*	Forward primer	Reverse primer
*Adamts4*	CCCATTTCCCGCAGAACCAAG	CCTGCCGGGTGAACAGAATG
*Rdh10*	CAGGCATGGTTCGCCACATC	CCTCACCTTTTCCAGCTTGCAG
*Il6*	CGTGGAAATGAGAAAAGAGTTGTGC	GGAGAGCATTGGAAATTGGGGT
*Mt2*	TCTCGTCGATCTTCAACCGC	GCACTTGTCGGAAGCCTCTT
*Fstl1*	GAAGCCTCTGTGTTGACGCC	TCCTCCAGGGCACACTTCTTC
*Dbn1*	GTCGTCCGTACTGCCCTTTCA	AGTCTCCTGGGCCTCTTGAGT
*Ednrb*	CTGCGGAGGTGACCAAAGGA	TCCTCTGCGAGCAACTTGTAGG
*Stc1*	TCGCCAATGGGATCACCTCC	CGGACAAGTCTGTTGTAGTATCTGT
*Ccl2*	CTTCCTCCACCACCACCATGCAG	AAGGCATCACAGTCCGAGTCA
*β2m*	TTCTGGTGCTTGTCTCACTGA	CAGTATGTTCGGCTTCCCATTC

Samples with a normal *β2m* amplification curve but an amplification of the target gene above 36 qPCR cycles were considered undetected and imputed with the R package nondetects [43].

### Immunohistochemistry

Sections were rehydrated for 5 min with PBS and fixed in a solution of 4% paraformaldehyde (PFA) in PBS. Sections were then permeabilized with Triton-X 100 (Tx) 1% solution in PBS and incubated with a blocking solution (10% normal goat or donkey serum, 1% Tx-PBS) for at least 1 h at room temperature (RT), followed by incubation overnight at 4 °C with primary antibodies diluted in the blocking solution (Table 3). Platelet-derived growth factor receptor beta (PDGFRß) was used as pericyte marker. Sections were incubated with the corresponding secondary antibodies diluted in PBS for 1 h at RT and with DAPI (1:500) for 5 min (Table 4). Negative controls were treated similarly without primary antibodies. Sections were washed in PBS and rinsed in deionized water and mounted using PVA-DABCO.

**Table 3:** Primary antibodies

Target	Dilution	Clone	Supplier	Catalog number
IL11	1:40	188520 Rat	R&D Systems	MAB418
PDGFRß	1:100	G.290.3 Rabbit	Thermo Fisher	MA5-15143
CD13	1:100	VRR011509	R&D Systems	AF2335-SP

**Table 4:** Secondary antibodies

Target	Dilution	Clone	Supplier	Catalog number
Cy3	1:500	Donkey anti-rat	JacksonImmuno	712-165-153
Alexa 647	1:500	Donkey anti-rabbit	JacksonImmuno	711-605-152

### Image Processing

Immunofluorescence images were acquired on a Leica DMi8 confocal microscope using the ×40 oil immersion objective. The tissues were visually scanned by the operator in order to find IL11 signals and all the locations in which a signal was present were imaged, for a total of 70 images from 7 different animals. The images had *xy* dimensions of 387.69 × 387.69 μm and a depth of 6.5 μm and were acquired with a *z*-step size of 0.35 μm. Images were analyzed and assembled using ImageJ software v.1.53v (NIH, USA). 2D images were produced from the z-stack using Max Intensity function, followed by Split Channels function. The threshold for the IL11 channel was set using the Max Entropy automatic threshold, while for PDGFRβ channel, Moments threshold was set. A cut-off of the particles from the debris was set using Analyze Particles function (IL11 channel, 0.4-Infinity; PDGFRβ channel, 1.5-Infinity). Measurements of area density were conducted on the resulting images using the area fraction measurement tool of ImageJ. The area density was expressed as the percentage of IL11 and PDGFRβ of the total image area.

### Statistical Analysis

To analyze qPCR data, one-way ANOVA with a 95% confidence level was used, followed by Dunnett’s multiple comparison correction test. To analyze confocal images, paired *t*-test with a 95% confidence level was used. Statistical analysis was performed using GraphPad Prism version 9.0.0 for Mac, GraphPad Software, San Diego, CA, USA, www.graphpad.com.

### Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE234052.

## Results

### ScRNA-seq Analysis Identifies Differences in Cell Populations in the Acute Phase After Ischemic Stroke

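The single-cell experiment had 6 groups, the contralateral and the ipsilateral hemispheres 1, 12 and 24 h after permanent occlusion of the middle cerebral artery, in mice aged 8 to 12 weeks. Each group was 1 library of 10× 3′ RNA counts, so no difference between groups has a replicate check. The paper names the v3.1 kit for all libraries, whereas the sample labels name v3 with single indexes at 1 and 24 h and v3.1 with dual indexes at 12 h. For sequencing, the paper names NovaSeq at 1 and 12 h and HiSeq at 24 h, where the labels name an S2 flow cell and a high output kit. The authors deposited the libraries as 1 matrix of UMI counts from Cell Ranger 5.0.1, without a cell filter, of 32285 genes and 40769280 barcodes. A UMI is a molecular tag that lets each captured RNA molecule be counted once. The authors' methods state that Cell Ranger aggr was run to normalize for depth, so that reads may already have been thinned. The 6 libraries are told apart in the matrix by a number after each barcode, and the sources used here do not name the library behind each number. All cells were therefore analysed as 1 pooled sample, with the value of each numbered library where it matters, and no value is assigned to a hemisphere or timepoint. Over all barcodes, libraries 1 to 6 had 12427757, 12921334, 40793772, 32463365, 15436842 and 22775071 UMIs, with a median of 19105956. Cells were called per library by an order-of-magnitude rule on UMIs per barcode, with 3000 expected cells. The paper's filters followed, at least 200 features and at most 10% mitochondrial counts. The choice of this cell call, of the resolution of the clustering and of the markers that name the cell types could each change the numbers.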

For the transcriptomic analysis, brain cells depleted of mature neurons were isolated from either the ipsilateral (ipsi, i) or the healthy contralateral (contra, c) hemispheres at 1, 12, or 24 h (Fig. 1a). From the sequencing, a total of 23,675 cells with a mean of 2,020 genes per cell were obtained. 

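The matrix held 22913 barcodes with 200 or more features in the 6 libraries together, and 18579 barcodes were called as cells. After the mitochondrial filter, 17352 cells remained, which were 1221, 1405, 5872, 4215, 1905 and 2734 in libraries 1 to 6. A cell had 2214 genes on average, and the means of the single libraries ranged from 2172 to 2280 genes per cell. The median depth was 5339.5 UMIs per cell, and the cells held 105866210 UMIs in all. With the 2 filters of the paper alone and no other cell call, 19864 cells with a mean of 2008 genes remained, the setting that moved the mean most.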

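No batch correction was applied to the pooled cells here, so that the mixing of the 6 libraries could be measured. For every cell, the 20 nearest neighbours in 30 principal components were found, with the share of them from the cell's own library. For single cell types, it was compared with the share that random mixing within the same type gives. Over all cells, 50.3% of the neighbours came from the own library, against 22.2% by chance. This 22.2% takes no account of cell type, so that an uneven mix of types between libraries can add to the difference. The share was 54.0% in microglia-like cells (27.6% by chance), 49.9% in endothelial-like cells (20.0% by chance) and 47.2% in oligodendrocyte-like cells (18.8% by chance). Among the cell types counted, T lymphocyte-like cells lay closest to random mixing, with 27.4% against 23.9%. Smooth muscle-like cells had 32.8% against the same chance share of 23.9%. Without a map from libraries to groups, differences between conditions, between kits and between sequencing runs cannot be told apart in these shares.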

UMAP plots of the aggregated data from the different sequencing runs showed overlapping clusters, indicating successful integration of the data (Fig. 1b). 

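Graph clustering of the 17352 cells, on 2000 variable genes and at resolution 0.8, gave 28 clusters. Each was named from a list of at least 4 marker genes, and names given here end in -like because they were rebuilt without the authors' annotation. Expression is given in CPM, a gene's UMIs summed over the cells and scaled by all UMIs of the same cells. Microglia-like cells were the largest class, with 7819 cells (45.1%), and Aif1 reached 748 CPM in their largest cluster. Oligodendrocyte-like cells followed with 2701 cells (15.6%), where Mog reached 1767 CPM, and endothelial-like cells with 2676 cells (15.4%), where Pecam1 reached between 571 and 960 CPM. The other classes were 1163 astrocyte-like cells, 930 pericyte-like cells, 376 monocyte-derived macrophage-like cells led by Arg1, 338 neuroblast-like cells, 257 perivascular macrophage-like cells and 249 smooth muscle-like cells. Neutrophil-like cells numbered 177, T lymphocyte-like cells 95, B lymphocyte-like cells 55, fibroblast-like cells 31 and choroid plexus-like cells 22. The T lymphocyte-like cluster also had Gzma and Nkg7 among its leading genes, and the perivascular macrophage-like cluster was led by class II genes such as H2-Eb1, with Cd209a and Ccr7 among its leading genes and dendritic cell markers as its second strongest set. In 3 clusters with 463 cells no name was given, because hemoglobin genes led 1 of them and most cells of the other 2 were called doublets. These unnamed cells made up between 1.13% and 4.91% of the cells of a library. Resolutions of 0.4 and 1.2 gave 20 and 33 clusters. With 1 library per condition, a cluster mostly of 1 library may be that library, not a type.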

Using known cell-type markers or the combination of unambiguous genes for certain cell types, we identified 19 different clusters, including microglia (*Itgam*^*+*^, *Aif1*^*+*^, *Ptprc*^*+*^); endothelial cells (*Pecam1*^*+*^); oligodendrocytes (*Mog*^*+*^, *Olig2*^*+*^); pericytes (*Pdgfrβ*^*+*^, *Rgs5*^*+*^, *Acta2*^*-*^); astrocytes (*Gfap*^*+*^, *Slc1a2*^*+*^); M2 macrophages (*Itgam*^*+*^, *Aif1*^*+*^, *Ptprc*^*+*^, *Arg1*^*+*^); neuroblasts (*Dcx*^*+*^); smooth muscle cells (SMC) (*Pdgfrβ*^*+*^, *Rgs5*^*+*^, *Acta2*^*+*^); and others (Fig. 1c, Suppl. Table 1). To gain more certainty regarding the identity of pericytes, we conducted an analysis of additional well-established markers, namely *Abcc9*, *Anpep*, *Cspg4*, and *Atp13a5*, recently suggested to be a specific indicator of pericytes in the brain [44] (Suppl. Fig. 1).

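The 4 genes Abcc9 (ENSMUSG00000030249), Anpep (ENSMUSG00000039062), Cspg4 (ENSMUSG00000032911) and Atp13a5 (ENSMUSG00000048939) took no part in the clustering or the naming of clusters. Values are summed over the 930 pericyte-like cells of all 6 libraries, with exact 95% Poisson intervals. These intervals, and the exact binomial (Clopper-Pearson) intervals of shares, cover counting error only. Abcc9 reached 1162 CPM (1127–1197) in pericyte-like cells and 22.4 CPM (16.0–30.5) in smooth muscle-like cells, the next class, a ratio of 51.8 (38.0–72.6). Of the 40 Abcc9 UMIs of that class, 29 lay in 30 cells that re-clustering of the mural cells placed in a pericyte-like subcluster, numbered 8. That subcluster also held 1615 CPM of Acta2 and no UMI of Atp13a5, so that these cells need not be misplaced pericytes. Cells of the class in the smooth muscle-like subcluster held 1 Abcc9 UMI, or 0.787 CPM (0.0199–4.38). The ratio of Abcc9 moved most with the mean of the cells' own CPM, to 30.6, and with library 4 left out, to 81.2. For Atp13a5 the values were 1076 CPM and 21.3 CPM, a ratio of 50.5 (36.7–71.5). Of its 38 UMIs in smooth muscle-like cells, 0 lay in subcluster 8, 15 in the smooth muscle-like subcluster and 18 in an unnamed subcluster. Cspg4 was less selective, with 478 CPM against 210 CPM in smooth muscle-like cells and a ratio of 2.28 (2.04–2.55). Anpep, with 105 CPM against 65.8 CPM in fibroblast-like cells, had a ratio of 1.59 (0.922–3.02), so that the 2 classes differed by no more than counting error. The interval lay above 1 with called doublets removed, at 1.74 (1.00–3.30), and without library 2, at 2.13 (1.07–4.97). By value, and among classes with at least 20 cells in a library, pericyte-like cells were the highest for each gene in each of the 6 libraries. The smallest such ratio was that of Cspg4 in library 4, 1.24 (0.939–1.65), which counting error also covers. Fibroblast-like cells numbered 11 or fewer in every library and were left out of this comparison. The single libraries therefore do not test Anpep against them. UMIs of Abcc9 were found in 87.0% of pericyte-like cells and in 0.217% of microglia-like cells, which should lack it, at median depths of 3466 and 5238 UMIs per cell. After each cell was thinned to 1000 UMIs, these shares were 59.8% and 0.0384%.

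**Figure D1:**
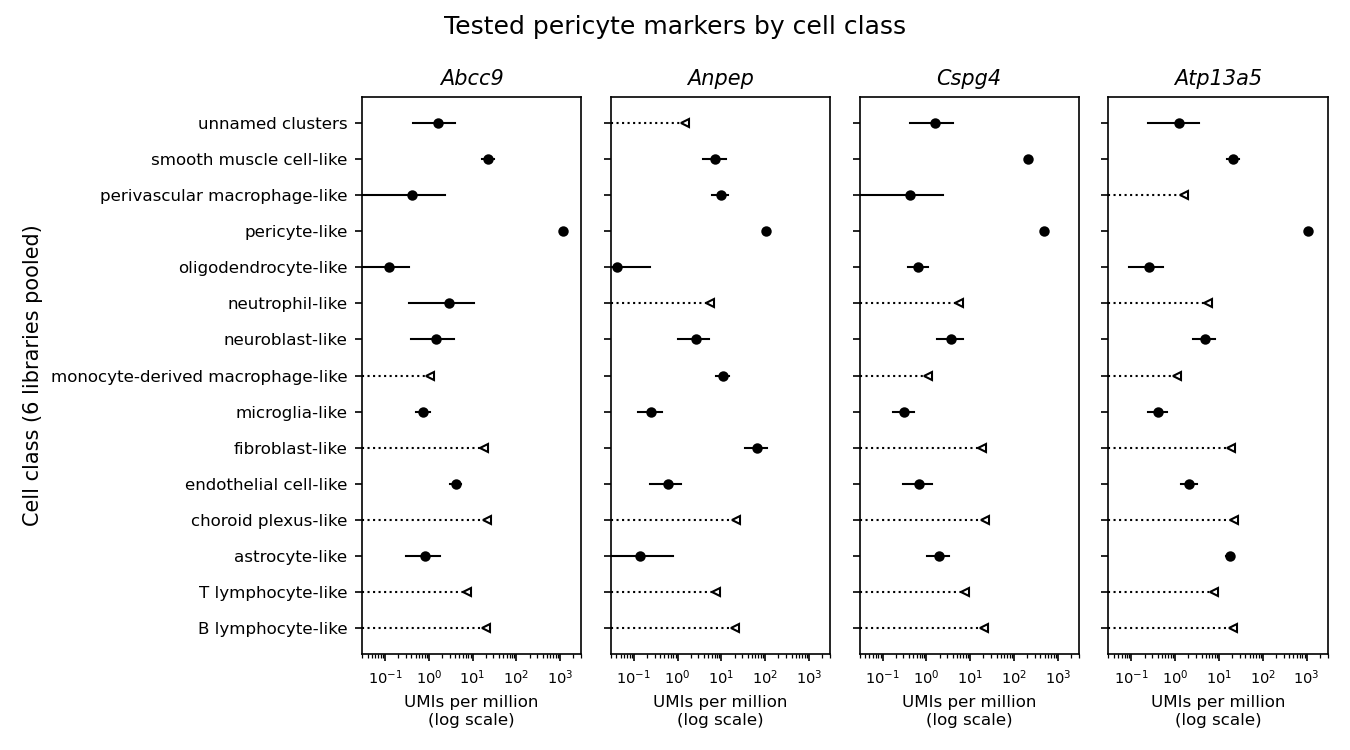
Abcc9, Anpep, Cspg4 and Atp13a5 in each cell class of the pooled libraries, 1 panel per gene, in CPM on a log axis, with exact 95% Poisson intervals and open triangles for the upper limit where a class had 0 UMIs. Pericyte-like cells are the highest class in each panel, and the distance to the next class is small for Anpep and Cspg4.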

**Fig. 1:**
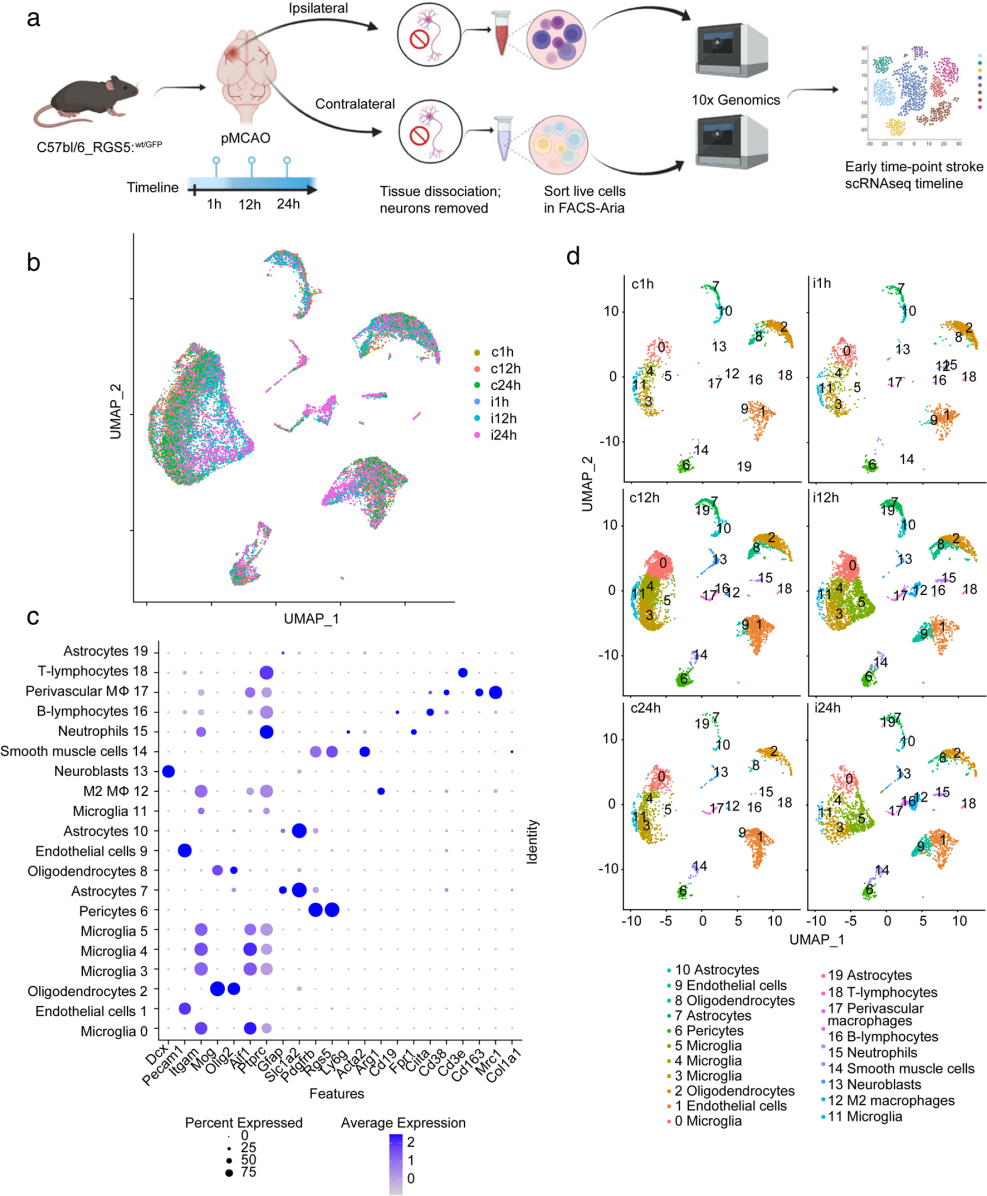
Single-cell sequencing of non-neuronal cells 1, 12, or 24 h after pMCAO stroke in mice. **a** Graphical diagram of the single-cell isolation and scRNA-seq experimental setup. **b** Visualization and clustering of the scRNA-seq data in Seurat from all the timepoints and areas analyzed in the study. **c** Cell types identified by clustering analysis and gene expression of the genes defining cell type identity. **d** UMAP plotted singularly for different timepoints and hemispheres. c contralateral; i ipsilateral; h hour

Major changes in cellular clustering between the ipsilateral and the contralateral hemispheres were detected 12 and 24 h after stroke (Fig. 1d); however, subtle changes were also detected at 1 h, including a reduction in the oligodendrocyte population density, passing from 7.3 to 1.6% of the total amount of cells, and the onset of a small cluster of neutrophils amounting to 0.85% of the total cells in the ipsilateral hemisphere compared to the contralateral one (Fig. 1d). At 12 h, we observed an increased density of cells in the microglial cluster 5 (from 1 to 18.9% of the total) and a decrease in the density of cells in the microglial cluster 4 (from 18.8 to 8.3%) in the ipsilateral hemisphere compared to the contralateral. At 24 h, the differences between the ipsilateral and contralateral hemispheres were more marked than at the 12-h timepoint, with an increased density of microglial cluster 5 (0.9 to 17.6%), endothelial cells cluster 9 (0.4 to 11.1%), macrophages (0.2 to 8.5%), and a decrease in the microglial clusters 0, 3, and 4 and in the endothelial cell cluster 1 (13.2 to 5.4%) (Fig. 1d; Suppl. Fig. 2).

### Temporal Heterogeneity of Pericyte Sub-populations in the Acute Phase of Ischemic Stroke

To further investigate the specific pericyte transcriptomic response after ischemic stroke, we extracted the pericytes and SMC clusters (6 and 14, respectively) from the dataset in Fig. 1 and performed a new clustering analysis (Fig. 2). 

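Mural cells were taken as all cells of the pericyte-like clusters 7 and 21 and the smooth muscle-like cluster 17, in the numbering of the present clusters. They numbered 1179, of which libraries 1 to 6 held 89, 90, 453, 200, 154 and 193. Cluster 7 held 799 cells and was led by Vtn, Higd1b and Atp13a5. The second pericyte-like cluster, 21, held 131 cells, of which 22.1% were called doublets, and was led by Il11, Ccl11 and Ednrb, with microglia markers as its second strongest set. Cluster 17 was led by Acta2, Tagln and Tpm2.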

Pericytes are widely known as highly plastic cells and share common features with SMC; therefore, we decided to also include SMC in our re-clustering analysis to obtain a more comprehensive view of the temporal changes after stroke onset. The re-clustering analysis revealed 8–10 subclusters depending on the timepoint and experimental condition (Fig. 2a). 

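Re-clustering of the mural cells of all libraries together, with 15 principal components and the resolution used for all cells, gave 12 subclusters. At lower and higher resolution the number was 9 and 13, and with 10 components it was 11. The subclusters had between 28 and 207 cells. The most uneven one drew 77.8% of its cells from 1 library. Numbers per timepoint and condition were not computed, because the libraries are not named.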

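In the pooled mural cells, subclusters were numbered from the largest, so that their numbers do not correspond to those of the paper. Pericyte-like subclusters were 0, 1, 3, 4, 6, 7 and 8. Astrocyte markers were among the leading genes of subcluster 0, Slc1a2 at 216 CPM (183–253) and Aldoc at 55.8 CPM (39.7–76.2), against 7321 and 3139 CPM in astrocyte-like cells. A UMI of Slc1a2 was found in 15.9% of its cells, and 0.483% were called doublets. In 0, 1, 3, 4 and 7, Pdgfrb lay between 1414 and 2098 CPM, Rgs5 between 3264 and 4577 CPM, Atp13a5 between 1215 and 1954 CPM and Abcc9 between 1245 and 1646 CPM, whereas Acta2 did not exceed 66.4 CPM. Subcluster 6 kept Pdgfrb at 1204 CPM and Abcc9 at 898 CPM, with less Rgs5 (873 CPM) and Atp13a5 (110 CPM), and its Acta2 was 153 CPM. Subcluster 8, of 34 cells, combined 3159 CPM of Rgs5 with 1615 CPM of Acta2 and had no UMI of Atp13a5. Only subcluster 2, of 169 cells, was smooth muscle-like, with 14781 CPM of Acta2, 1140 CPM of Rgs5 and 179 CPM of Pdgfrb. Subcluster 10, of 28 cells, carried markers of pericytes and of smooth muscle cells and was left unnamed, with 4307 CPM of Acta2. Pdgfra had no UMI in any mural subcluster, and Col1a1 was highest in subcluster 8 at 35.3 CPM (11.4–82.3). Subcluster 6 had more of 2 other fibroblast markers, 1489 CPM of Dcn and 82.7 CPM of Lum, and fibroblast markers were its second strongest set. No mural subcluster was named fibroblast-like, and the fibroblast-like cells formed a cluster of their own among all cells.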

Subclusters 0, 1, 3, and 5 were classified as pericytes (*Rgs5*^*+*^, *Pdgfrβ*^*+*^, *Atp13a5*^*+*^, *Abbc9*^*+*^, and *Acta2*^-^) (Suppl. Fig. 3a), subclusters 2, 4, and 7 as *SMC* (*Rgs5*^*+*^, *Pdgfrβ*^*+*^, *Acta2*^*+*^), subcluster 9 as fibroblasts (*Pdgfrα*^*+*^, *Pdgfrβ*^*+*^, *Col1a1*^*+*^). 

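Mural subclusters 5, 9 and 11 scored high for a cell type outside the mural cells and were left unnamed. Subcluster 5, of 85 cells, had 477 CPM (423–535) of Aif1, and 38.8% of its cells were called doublets. In subcluster 9, of 32 cells, Pecam1 was 276 CPM (218–345) and 34.4% were called doublets. Subcluster 11, of 28 cells, had 669 CPM (572–777) of Mog and 53.6% called doublets. In the other mural subclusters Aif1 stayed at or below 14.1 CPM and Mog at or below 25.4 CPM. Doublets were called by the procedure of Scrublet within each library, which scores every cell against simulated pairs of cells, and made up 1.88% of all cells.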

Subclusters 6 (partly *Pecam1*^*+*^), subcluster 8 (partly *Aif1*^*+*^), and subcluster 10 (partly *Mog*^*+*^) were classified as potential doublets of endothelial cells, microglia, and oligodendrocytes, respectively (Fig. 2b).

**Fig. 2:**
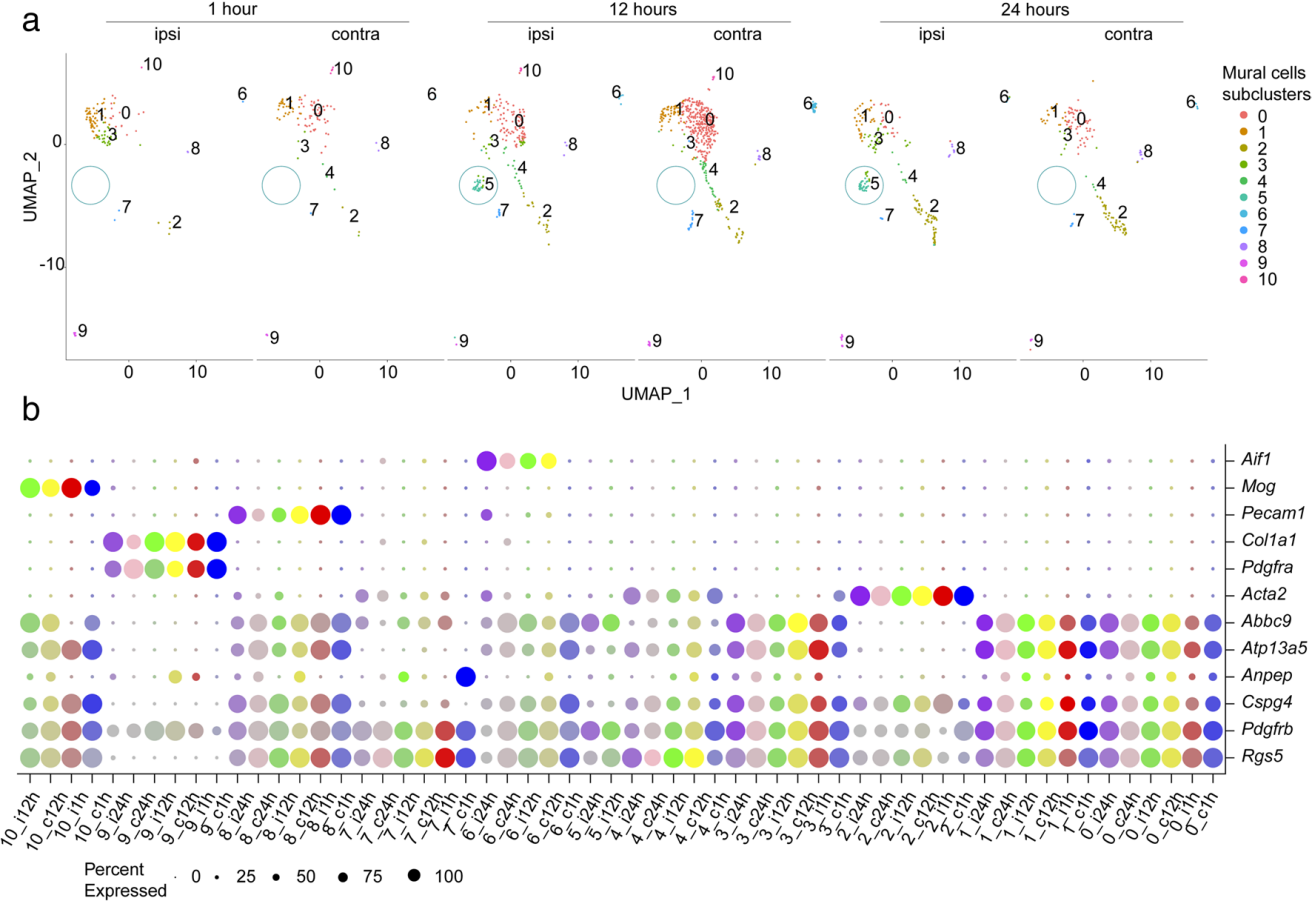
Heterogeneity of mural cells in the acute phase of ischemic stroke. **a** Re-clustering analysis on pericytes and smooth muscle cells reveals 8–10 different subclusters depending on the timepoint and experimental condition. The pericyte subcluster 5, stroke-specific, is highlighted. **b** Dot plot representing the marker expression of each mural cell subcluster. Different timepoints and hemispheres are denoted by colors. The size of the dots equals the percentage of the population expressing the marker, and the intensity of the color denotes the expression level, respectively. Pericytes are defined as *Pdgfrβ*^*+*^, *RGS5*^*+*^, *Atp13a5*^*+*^, *Abcc9*^*+*^, and *Acta2*^*-*^, SMCs *Acta2*^*+*^, fibroblasts *Pdgfrβ*^*+*^, *Pdgfrα*^*+*^. Clusters 6, 8, and 10 are pericytes co-expressing markers of pericytes and microglia (*Aif1*^*+*^), endothelial cells (*Pecam1*^*+*^), or oligodendrocytes (*Mog*^*+*^). c contralateral; i ipsilateral; h hour

When comparing the ipsilateral and contralateral hemispheres 1 h after stroke, the frequency of cells in subcluster 3 increased, while we observed fewer cells in subcluster 0 (Fig. 2a; Suppl. Fig. 3b). Similarly, at 12 and 24 h after stroke, the cellular frequency in subcluster 3 increased while it decreased in subcluster 0 (Fig. 2a; Suppl. Fig. 3b). Interestingly, the pericyte subcluster 5 was only present in the ipsilateral sample at both, 12 and 24 h, but not in the contralateral hemisphere, suggesting a unique pericyte subpopulation in response to ischemic stroke (Fig. 2a; Suppl. Fig. 3b). Other subclusters that showed a different distribution across the timepoints were clusters 6, 8, and 10, all characterized by a low frequency of cells (Fig. 2a; Suppl. Fig. 3b).

The concept of pericyte subtypes is still an area of active research, and there are ongoing discussions and debates regarding their characterization and classification. Some studies have proposed the existence of distinct pericyte subtypes based on differential gene expression patterns, localization within blood vessels, or function. These subtypes have been tentatively labeled as type 1 and type 2 pericytes [45–47], A- and B-pericytes [48], or T- (transport) and M- (matrix) pericytes [39], but their specific characteristics may vary depending on the study. For this study, we compared the pericyte subclusters to the T- and M-pericytes as defined in [39] to understand if we could gather the cells under a specific function. Based on this analysis, the pericyte subcluster 5 seemed to belong to the M-pericytes (Suppl. Fig. 4a–b), suggesting a role in the extracellular matrix organization.

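Within the mural cells, a response subcluster was picked for comparison with the paper's subcluster 5 as the one with the highest mean of Ccl7, Cxcl1, Mt1, Ccl11 and Cxcl2. These 5 genes are listed for subcluster 5 in the supplementary table and are not among the 10 genes the paper names for it, which took no part in the clustering. Subcluster 6, of 58 cells, met this rule. The 6 M genes and the 6 T genes, also left out of the clustering, were scored in each cell by the rank score of UCell with a largest rank of 1500. The M score was 0.364 ± 0.131 (SD over cells) in the response subcluster and 0.207 ± 0.125 in all other mural cells, and it was 0.221 ± 0.117 in the other pericyte-like mural cells. Among the subclusters, the response subcluster had the highest M score, followed by subcluster 8 with 0.303 ± 0.121. The T score was 0.00408 ± 0.0152 in the response subcluster, 0.0327 ± 0.0559 in all other mural cells and 0.0405 ± 0.0611 in the other pericyte-like mural cells. Response cells lay only in libraries 4 and 6. Within library 4 the T score was 0.00734 in response cells and 0.0375 in other pericyte-like cells, and within library 6 it was 0.00177 and 0.0139, a smaller difference. The M scores were 0.395 and 0.275 within library 4, and 0.343 and 0.194 within library 6. The T score was 0 in every cell of subcluster 8 and 0.00773 ± 0.0236 in the smooth muscle-like subcluster. Low T scores were therefore not limited to the response subcluster. These SDs are spreads between cells, which are not replicates, and no test was made. With each cell thinned to 1000 UMIs, the M score was 0.246 in the response subcluster and 0.137 in the other mural cells. Single genes did not move together. Relative to other pericyte-like mural cells, Adamts1 (ENSMUSG00000022893) was 11.9 times higher (10.0–14.0) and Col4a2 1.43 times (1.22–1.67), whereas Col4a1 at 1.03 (0.925–1.15) and Lama4 at 1.04 (0.788–1.36) did not differ beyond counting error. Col4a3 and Col4a4 were lower, at ratios of 0.173 (0.0206–0.642) and 0.103 (0.00257–0.590). Without Adamts1 the M score was 0.311 in the response subcluster and 0.251 in the other pericyte-like mural cells. From the comparison of the 2 signatures, the paper finds that its subcluster 5 seems to belong to the M-pericytes, and proposes a possible part in organizing the extracellular matrix.

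**Figure D2:**
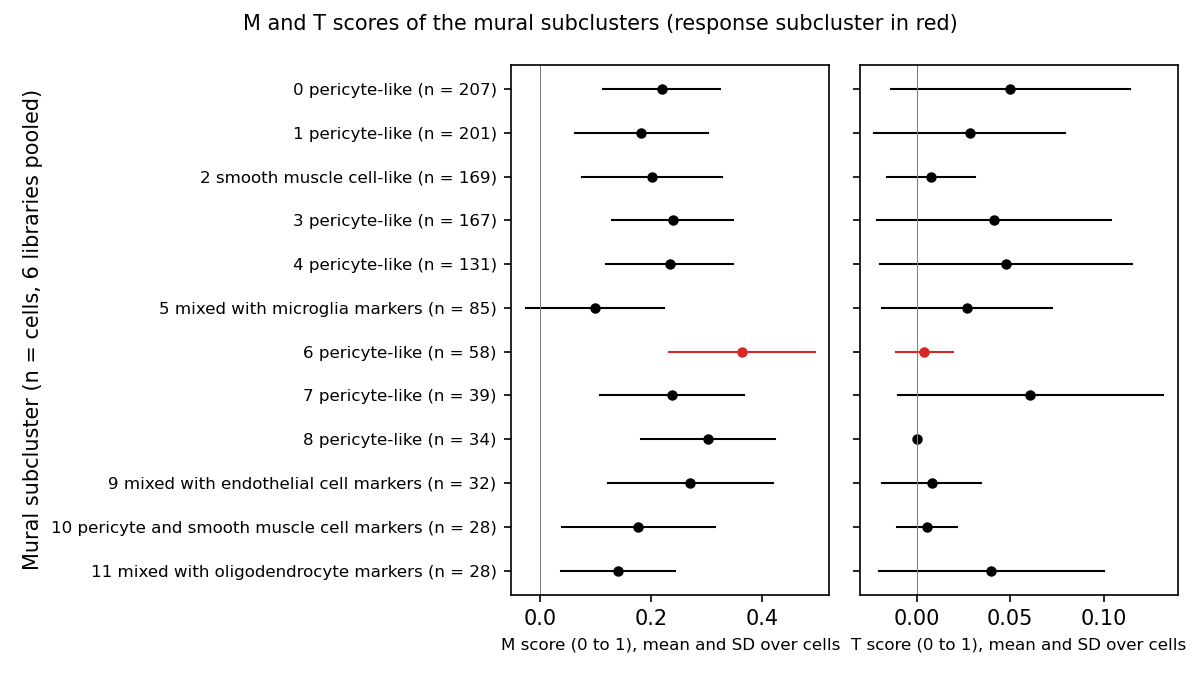
Mean M and T rank scores (no unit) of each mural subcluster in the pooled libraries, with the SD over cells. The response subcluster, in red, has the highest M score, 0.364, and a T score of 0.00408.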

### DEGs and GSEA Analyses on the Most Responsive Pericyte Subclusters

To further explore the specific response of selected subclusters, we investigated the differentially expressed genes (DEGs) between the selected subclusters and the remaining pericyte clusters at each specific timepoint.

At 1 h after stroke, DEG analysis on the pericyte-specific subclusters revealed that, in the ipsilateral hemisphere compared to the contralateral one, the most active subcluster of pericytes upregulated JunD proto-oncogene (*Jund*), Fos proto-oncogene (*Fos*), Jun proto-oncogene (*Jun*), SUB1 regulator of transcription (*Sub1*), SIK family kinase 3 (*Sik*), ADAM metallopeptidase with thrombospondin type 1 motif 1 (*Adamts1*), and others (Fig. 3a).

**Fig. 3:**
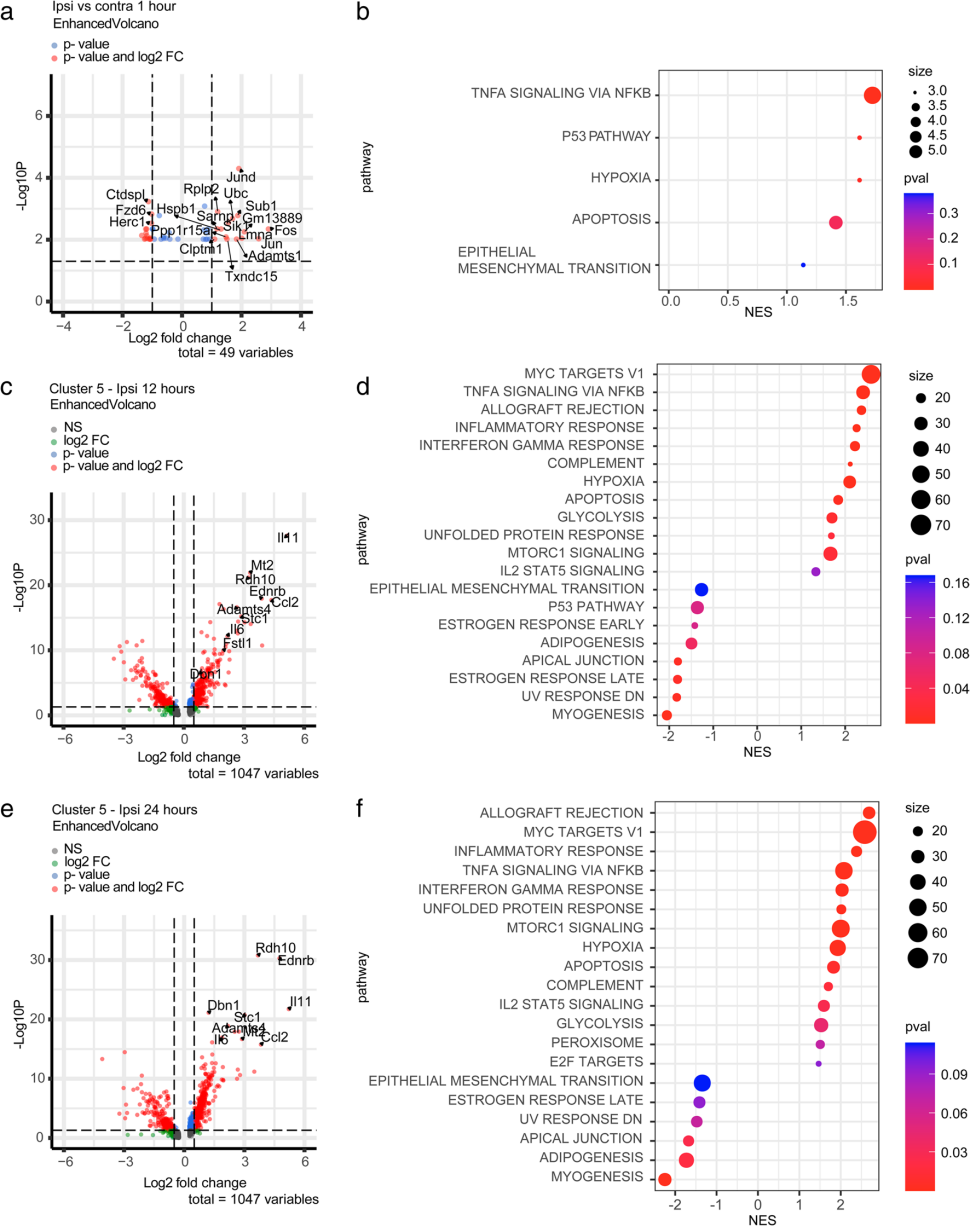
DEG analysis and GSEA on the mural cells subclusters. **a** Volcano plot displaying DEGs in the pericyte subcluster 3 1 h after ischemic stroke. **b** Hallmark gene sets from MSigDB on the differentially expressed genes from subcluster 3 between ipsilateral and contralateral hemispheres 1 h after stroke. **c** Volcano plot displaying the genes enriched in cluster 5 at 12 h after stroke. **d** Hallmark gene sets on the differentially expressed genes from cluster 5 compared to the other mural cell subclusters 12 h after stroke. **e** Volcano plot displaying the genes enriched in cluster 5 compared to the other mural cell subclusters at 24 h after stroke. **f** Hallmark gene sets on the differentially expressed genes from cluster 5 24 h after stroke. Cut-off DEG *p* value < 0.05; fold change > 0.5

For the 12- and 24 h-timepoints, we focused on the DEGs between cluster 5 and the remaining mural cell subclusters (Fig. 3c and e), as it was the only cluster appearing selectively in the ipsilateral hemisphere after stroke, and therefore classified as stroke-specific. Based on the number of genes and the fold change of expression, the largest difference in DEGs was observed 24 h after stroke, where the 10 top most upregulated genes included the following: interleukin 11 (*Il11*), interleukin 6 (*Il6*), retinol dehydrogenase 10 (*Rdh10*), endothelin receptor B (*Ednrb*), C-C motif chemokine ligand 2 (*Ccl2*), metallothionein-2 (*Mt2*), stanniocalcin 1 (*Stc1*), ADAM metallopeptidase with thrombospondin type 1 motif 4 (*Adamts4*), drebrin 1 (*Dbn1*), and follistatin like 1 (*Fstl1*) (Fig. 3e). Upregulated DEGs were generally the same between 12 and 24 h.

To investigate the top pathways that could best explain the variations among the most interesting pericytes subclusters based on DEG analysis, we performed an unbiased search across the MSigDB “Hallmark” gene sets.

First, we evaluated the most frequently differentially expressed gene sets between the ipsilateral and contralateral pericytes clusters 1 h after stroke. Hallmark analysis showed an upregulation of TNFa signaling, P53 pathway, hypoxia, and apoptosis (Fig. 3b).

Secondly, to gain insights into the functions associated with the pericyte subcluster 5, we performed the GSEA on the DEGs of cluster 5 vs the rest of the mural cells subclusters. Twenty-four hours after stroke, cells from subcluster 5 upregulated pathways related to downstream Myc targets, tumor necrosis factor (Tnfα) via nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), interleukin-2 (Il2)/signal transducer and activator of transcription 5 (Stat5), mammalian target of rapamycin complex 1 (Mtorc1), hypoxia, apoptosis, unfolded protein response, glycolysis, and pathways related to inflammation. Downregulated pathways included epithelial mesenchymal transition, estrogen response, UV response, apical junction, adipogenesis, and myogenesis. GSEA analysis on the markers of the stroke-specific cluster 5 at 12 h compared to the remaining mural cell subclusters from the same timepoint revealed a similar pathways profile to 12 h (Fig. 3d and f).

### Velocyto Predicts a Transient Pericyte Population Giving Rise to Subcluster 5

In order to study where the *Il11*-expressing subcluster of pericytes originates from in terms of transcriptomic origin and pseudo-time analysis, we employed Velocyto [41] to determine the difference between nascent and mature RNA transcripts in 12h IPSI pericyte and endothelial cell subclusters. Pericytes display a propensity to generate *Pgdfrb*^+^, *Rgs5*^+^, *Il11*^+^, and *Acta2*^-^ pericytes from a fraction of the pericytes (Suppl. Fig. 5a–d), as indicated from the trajectories (arrows) of these “transitional” pericytes compared to the more “stationary” pericytes (Suppl. Fig. 5e, f). To identify the difference between the transitional and the stationary population of pericytes, we isolated the gene expression of transient pericytes (Suppl. Fig. 5f) and compared it with the expression of the stationary pericyte subcluster (Suppl. Fig. 5e, g).

Then, we plotted the top 40 genes that distinguished transient from stationary pericytes in the UMAP from Fig. 2 (Suppl. Fig. 5h). The transitional top 40 genes were highly expressed in the *Il11-*expressing pericytes and in a fraction of the subcluster 3, both at 12 and 24 h, suggesting that the *Il11* pericytes are derived from subcluster 3, and that the top 40 gene-set expression is maintained in the more stable *Il11* subcluster pericytes.

### RT qPCR Validation of the Top 10 DEGs Associated with the Stroke-Specific Subcluster of Pericytes

Since the transcriptomic profile of the pericytes subcluster 5 showed the largest changes at 24 h after ischemic stroke, we decided to validate the increased gene expression of the DEGs characterizing the stroke-specific pericyte subcluster using RT-qPCR. Thus, we isolated pericytes by cell sorting using the same RGS5^GFP/+^ reporter mice and compared the expression of the genes selected from the transcriptomic analysis to the remaining cell types 24 h after stroke.

Overall, qPCR analysis confirmed our sc-RNA seq data (Fig. 4b). *Il6*, *Il11*, and *Adamts4* mRNA expression by ipsilateral pericytes was respectively ~180, ~110, and ~120 times increased compared the other groups, where the mRNA expression was low or non-detectable. *Rdh10* and *Stc1* mRNA levels showed a ~150-fold change increase in the ipsilateral pericytes and only a slight upregulation of ~50 and ~20 in the contralateral pericytes. *Ccl2* mRNA levels were ~120 times upregulated in ipsilateral pericytes, although the remaining cells from the ipsilateral hemisphere also showed a ~20-fold change increase in *Ccl2* expression. *Ednrb* mRNA levels were mostly increased in ipsilateral pericytes with a ~120-fold change increase, despite one sample of contralateral pericytes (from the sham-treated animals) that also expressed *Ednrb* mRNA. qPCR results on *Fstl1* levels only partly confirmed the transcriptomic data, being upregulated in all groups of pericytes in stroke animals, both in the ipsilateral and the contralateral hemisphere, but not in the groups of bulk cells. *Mt2* mRNA was expressed by ipsilateral pericytes, but with a wide variation in the expression in the other groups, therefore not confirming the computational prediction on the differentially expressed genes from the transcriptomic analysis. Finally, *Dbn1* expression was too low to be accurately detected with qPCR analysis (data not shown).

**Fig. 4:**
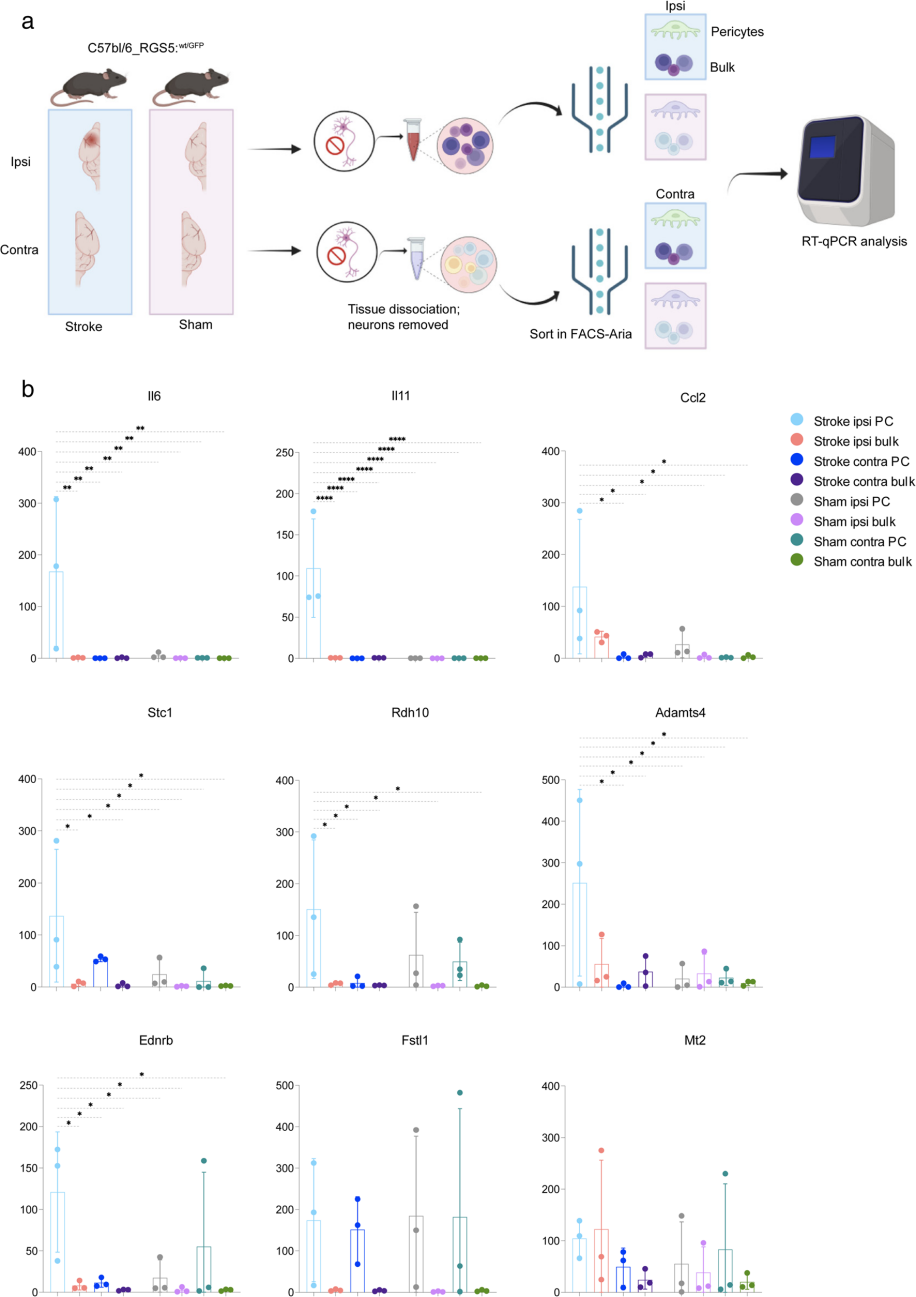
RT-qPCR validation of RNA sequencing data for the top 10 most differentially upregulated genes by the stroke-specific subcluster 5 of pericytes 24 h after stroke. **a** Graphical diagram of single-cell isolation and FACS sorting for RT-qPCR experiments. **b** Bar graphs show that mRNA values of *Ednrb*, *Rdh10*, *Stc1*, *Il6*, *Il11*, *Ccl2*, *Mt2*, *Adamts4*, and *Fstl1* presented as mean of experimental replicates ± SD (*n* = 4 pooled mice per replicate, 3 replicates). * = 0.05 > *P* > 0.001; ** = 0.01 > *P* > 0.001; *** = 0.001 > *P* > 0.0001; **** = *P* <0.001

### IL11 Is Exclusively Expressed in PDGFR-Expressing Cells After Stroke

Interestingly, both bioinformatic analysis and qPCR indicated that *Il11* expression was among the genes with the highest fold change and specific to pericytes from subcluster 5 at 12 and 24 h. IL11 is a cytokine known to be primarily produced by stromal fibroblasts within the gastrointestinal tract [49], heart [50], liver [51], and lungs [52], but it has also been reported that epithelial and immune cells can be a source of IL11 under pathological conditions [53, 54]. Hence, we decided to further evaluate IL11 protein spatial expression in pMCAO brains using immunohistochemistry. Confocal imaging confirmed the significant increased expression of IL11 in the ipsilateral hemispheres (*P* = 0.028; CI, 0.01985–0.05979) and highlighted that IL11 presence was only restricted to pericytes (PDGFRβ and CD13 expressing cells) and not expressed in other cell types (Fig. 5a–e).

**Fig. 5:**
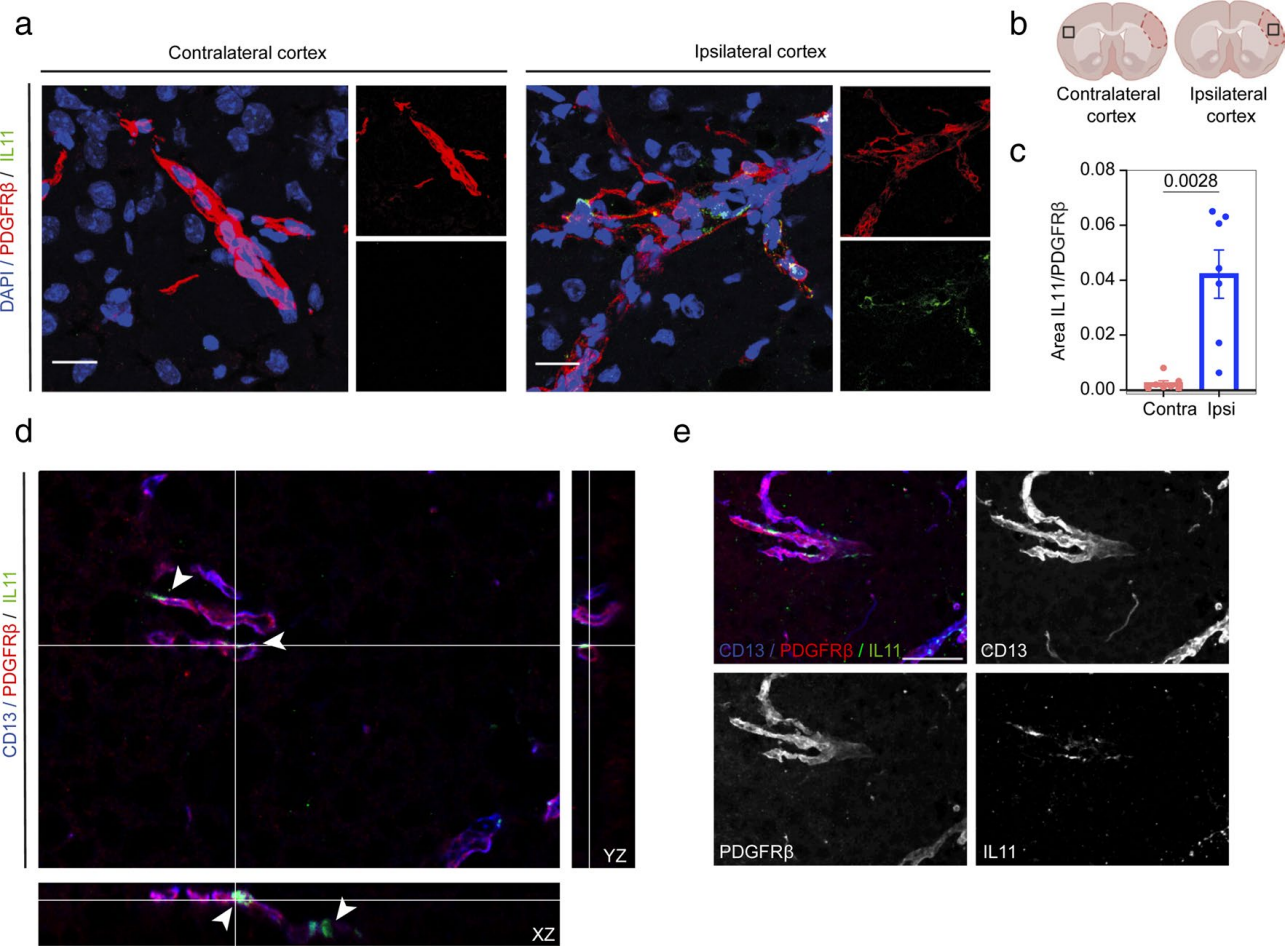
Validation of IL11 increased expression in the stroke ipsilateral hemisphere by immunohistochemistry. **a** IL11 is only detected in the ipsilateral hemisphere of mice subjected to stroke in the proximity of pericytes. **b** Location of the selected images. The infarct core is outlined. **c** Area fraction occupied by IL11 and PDGFR𝛽 signals. Data are presented as mean ± SEM. *P* = 0.028, paired *t*-test 95% confidence level (confidence intervals 0.01985 to 0.05979). Scale bar = 20 μm. **d** Orthogonal views showing IL11 expression in PDGFR𝛽 and CD13 expressing cells in the ipsilateral cortex and **e** 2D maximum projection of the merged channels. *z* stack = 24 μm; scale bar = 25 μm. Arrow points at IL11 signal

## Discussion

Extending previous studies by our group investigating functions of pericytes in ischemic stroke [55–58], we here perform a further characterization and an in-depth analysis of the molecular response of RGS5-expressing pericytes to ischemic stroke using the same stroke model, pMCAO. To explore the events that determine BBB breakdown and vascular disruption, we examined the transcriptomic signature of pericytes at three different timepoints after stroke and we identified several transcripts uniquely expressed in pericytes that change over time and may constitute potential targets for the treatment of early vascular dysfunctions associated with ischemic stroke. To our knowledge, this is the first study to focus specifically on the temporal dynamics of molecular mechanisms engaged by pericytes during the acute phase of the pMCAO model using single-cell transcriptomic analysis.

Our data show that pericytes in the ischemic stroke area upregulate *Il6* compared to the other cell types at both 12 and 24 h after stroke. In addition, our data also revealed that *Il11* expression is only upregulated in pericytes in the stroke-specific subcluster 5 but absent in the contralateral pericytes or in other cell types. 

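Il11 (ENSMUSG00000004371) was counted in all cell classes of the pooled libraries, without separating hemispheres or timepoints. The response subcluster of pericyte-like mural cells had 1501 Il11 UMIs, which were 4599 CPM (4369–4837) and 74.8% of all Il11 UMIs in cells. Library 6 held 1200 of these UMIs, and without it the values were 2599 CPM and 44.1%. In the other pericyte-like mural cells it was 3.02 CPM (1.30–5.95). The 173 mural cells left unnamed had 82.8 CPM (67.7–100.4), with 57 of their 104 UMIs in 1 cell of library 4. A UMI of Il11 was found in 38 of the 58 response cells, or 65.5% (51.9–77.5%), and in 2 of 7819 microglia-like cells, or 0.0256% (0.00310–0.0924%), at median depths of 5156.5 and 5238 UMIs per cell. At 1000 UMIs per cell these shares were 55.2% and 0.0128%. Outside the mural cells, the highest class was fibroblast-like, with 931 CPM (801–1075) in 31 cells, but 173 of its 184 UMIs were in 1 cell of library 4, and without that cell the value was 58.1 CPM (29.0–104). Oligodendrocyte-like cells had 4.48 CPM (3.68–5.40), in 67 of 2701 cells or 2.48% (1.93–3.14%), at a median depth of 8843 UMIs, and in 0.296% (0.128–0.583%) once thinned, and 34 of their 109 UMIs were in 1 cell of library 6. In endothelial-like cells the value was 5.84 CPM, where 55 of 69 UMIs were in 1 cell, and in astrocyte-like cells 3.59 CPM, where 22 of 26 were in 1 cell. No Il11 UMI was found in the B lymphocyte-, T lymphocyte-, neutrophil-, neuroblast- or monocyte-derived macrophage-like cells. For the 376 monocyte-derived macrophage-like cells, this allows a share of cells with a UMI of up to 0.798%. The ratio of all pericyte-like cells to the highest other class, the fibroblast-like cells, was 0.458 (0.393–0.537), and it was 7.34 (4.09–14.7) without the 1 fibroblast-like cell. A comparison of the response subcluster alone with the same class, chosen after that value was seen, gave 4.94 (4.24–5.79). With library 4 left out the first ratio was 6.31, and with library 6 left out it was 0.0828. From the expression by cell type, the paper states that Il11 is limited to the pericytes of its subcluster 5. It also reports quantitative PCR of sorted pericytes and other cells, and IL11 protein found only in cells with PDGFRβ and CD13. Neither was examined here.

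**Figure D3:**
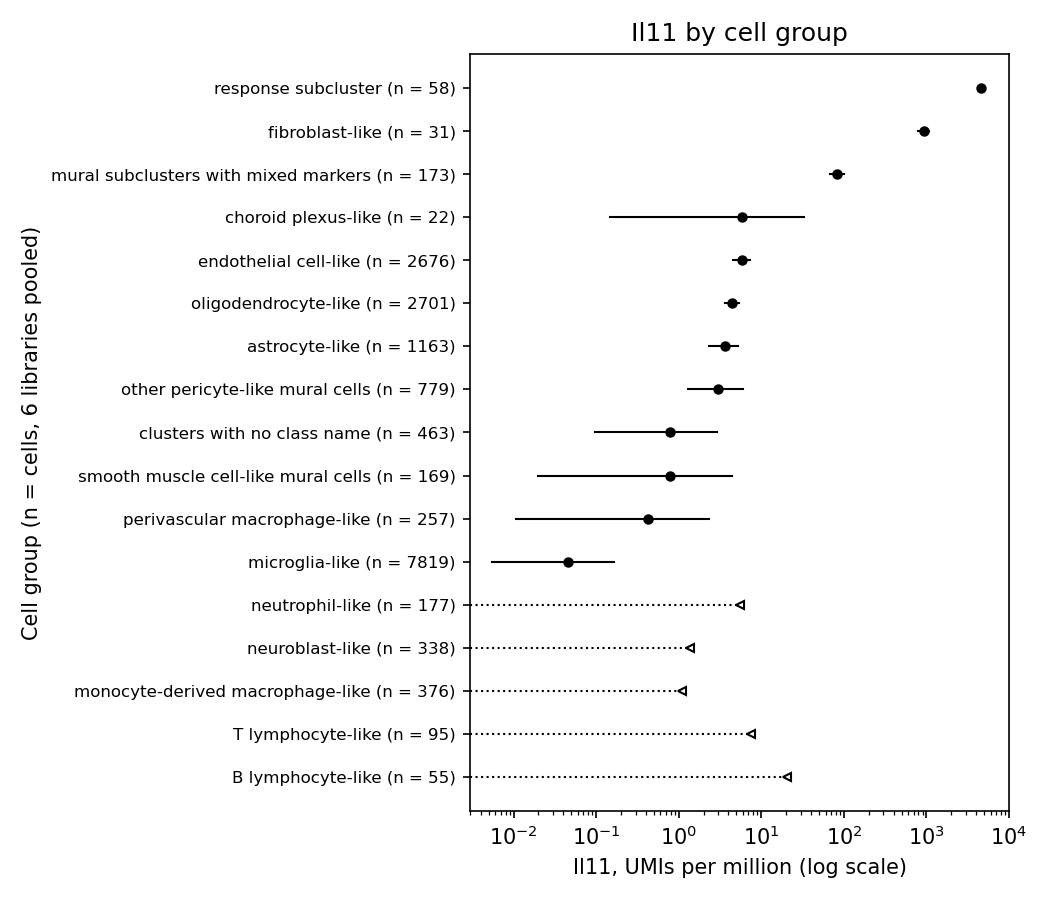
Il11 in each group of cells of the pooled libraries, in CPM on a log axis, with exact 95% Poisson intervals, where open triangles give the upper limit for groups with 0 UMIs. The response subcluster lies at 4599 CPM and the fibroblast-like cells, next in order, at 931 CPM.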

IL6 and IL11 belong to the same cytokine family [59]. IL6 has been described to have a bidirectional role in ischemic stroke, being both harmful and protective [60], while IL11 seem to have a protective role after ischemic stroke [61], despite having controversial roles in other processes such as fibrosis and inflammation [27]. Our findings are consistent with previous studies, describing pericyte production of IL6 as early as 2 h after hypoxic treatment [21] and *Il11* expression 24 h after ischemic stroke [20, 62].

We validated the selective expression of IL11 protein in pericytes after stroke using immunohistochemistry, showing IL11 exclusively colocalizing with pericytes, and not with neurons or other cell types [61].

IL6 and IL11 act mainly on the JAK-STAT pathway [63]. Our group has previously shown that in hypoxia pericytes activate STAT3 pathways even before the widely studied hypoxia-inducible factor 1α (HIF1α) ones, leading to overexpression of genes that are involved in early hypoxic responses, such as c-MYC [21]. In addition, Gene Ontology term analysis suggested that the major STAT3 bound-regulated genes responses controlled metabolic and angiogenic processes [21]. Overall, our data suggest that STAT3 in pericytes plays a key role in the hypoxic responses in the hyperacute phase after stroke, and the upstream cytokines IL6 and IL11 may be produced by pericytes to further activate the STAT3 pathway both in an autocrine and a paracrine way, which in turn could have an important role in the early responses to hypoxia.

In our dataset, pericytes residing in the ipsilateral stroke region showed highly upregulated levels of *Ccl2* compared to the other cells in the brain. CCL2 is a chemokine with chemotactic activity for monocytes and basophils and it is produced by a wide variety of cells [64]. Previous studies have shown that *Ccl2* levels are highly increased in the brain after stroke and that silencing the *Ccl2* gene is protective in stroke models [64], promoting repair [65]. Furthermore, CCL2 deficiency has been shown to decrease macrophage infiltration to the infarct core after stroke [66]. In a transient MCAO mouse model, CCL2 inhibition resulted in a reduction of brain edema, leukocyte infiltration, and inflammation [67]. Considering the role of CCL2 in chemotaxis and BBB remodeling, our results suggest that pericytes may contribute to immune cell recruitment in the acute phase after stroke.

ADAMTS4 was among the highest and most specific genes upregulated in the ipsilateral pericytes. ADAMTS4 is a metalloproteinase with a debated function in inflammation [68–70]. On one hand, it has been reported that ADAMTS4 negatively affects the integrity of the cerebral blood vessels, increasing the risk of hemorrhagic transformation and edema after stroke [71]. On the other hand, ADAMTS4 seems to decrease inflammation after ischemic stroke by increasing the number of microglia expressing arginase-1, a marker of alternatively activated cells with anti-inflammatory functions [69]. ADAMTS4 has previously been shown to be upregulated by smooth muscle cells in cerebral arteries in response to transient MCA occlusion in rats and mice and in the ischemic brain hemisphere of patients [69, 71]. It is conceivable that pericytes, by expressing *Adamts4*, might contribute to the clearance of the injured area or to the immune cells’ phenotypic switch toward an anti-inflammatory phenotype.

Endothelin receptor subtype B (EDNRB) and subtype A mediate the effects promoted by the binding of endothelin-1 (ET-1), the most potent vasoconstrictor factor released by endothelial cells; however, these two receptors mediate opposite effects [72, 73]. EDNRA activation leads to vasoconstriction and sodium retention, resulting in higher blood pressure [73–75], while EDNRB activation leads to the release of vasodilating factors such as nitric oxide, prostacyclin-2, and endothelium-derived hyperpolarizing factor, natriuresis, diuresis, and ET-1 clearance that ultimately reduces the blood pressure [73, 74, 76]. Interestingly, a previous study showed *Ednrb* upregulation in pericytes at 24 h after ischemic stroke using a temporal occlusion of the MCA [20], suggesting that the upregulation of *Ednrb* is not dependent on the occlusion model of the MCA, but rather due to the ischemic insult itself. Pericytes that upregulate EDNRB might be more responsive to ET-1, which could regulate the vasodilation of the blood vessels around the ischemic core promoting reperfusion mechanisms, both in the permanent and the temporal occlusion models.

RDH10 is one of the enzymes responsible for the synthesis of the endothelial retinoic acid (RA) [77]. Following ischemic brain injury, exogenous RA administration has been shown to promote neuroprotection, resulting in a smaller lesion [78, 79], enhanced BBB integrity [79], lower inflammation, and improved behavioral outcomes [80]. *Rdh10* upregulation by pericytes after ischemic stroke might implicate a role for the pericytes in neuroprotection events.

STC1 is a secreted hormone with antioxidant effects [81] and it has been observed to reduce brain dysfunction after cerebral ischemia/reperfusion by decreasing BBB permeability and oxidative stress parameters [82]. Our study is the first work, to our knowledge, suggesting that STC1 is produced by pericytes in response to an ischemic injury.

Hallmark pathway analysis revealed that some upregulated pathways, such as TNFα signaling via NF-κB, hypoxia, and apoptosis, were shared between the pericytes subclusters from the ipsilateral area at 1 h and subcluster 5 at 12 and 24 h after stroke. This suggests that subcluster 5 maintains some of the initial responses of pericytes throughout the 24-h period. However, the majority of the upregulated pathways in subcluster 5 were not present at 1 h, indicating that these pericytes undergo further activation or specialization toward a more specific response, primarily related to inflammation, angiogenesis, and immune involvement. Among the upregulated Hallmark pathways, the Myc Target V1 pathway showed one of the highest fold changes and significance values. Myc is known to promote angiogenesis by inducing the expression of pro-angiogenic factors [83, 84]. Myc is also implicated in immune cell activation and inflammation-related gene expression [85]. The upregulation of the Myc Target V1 pathway suggests an increased drive for angiogenesis and vascular remodeling in response to the stroke. Additionally, it might indicate an involvement of this subcluster in an intensified inflammatory response, potentially by immune cell recruitment and the production of cytokines and chemokines.

Importantly, our results are supported by findings from a previous work, investigating cellular changes with sc-RNA seq 24 h after the ischemic insult using a transient MCAO model [20]. In one of the pericytes clusters, the authors observed the upregulation of transcripts that we also identified in this study, such as *Il11*, *Ednrb*, *Adamts4*, *Ccl2*, and *Il6*. The authors describe that the pericytes belonging to this cluster highly expressed gene sets involved in immune functions after ischemic stroke, including Oncostatin-M-induced BBB breakdown, HIF-1, and cytokine-mediated signaling pathway. Therefore, despite the difference in stroke models, certain subclusters of pericytes respond comparably 24 h after stroke.

Interestingly, in both studies, most of the transcriptional changes are associated with one specific pericyte subcluster, identified in our analysis as subcluster 5, that is only found in the ipsilateral stroke hemisphere and only detectable from 12 h after the stroke, pointing at pericytes as plastic cells where subsets of pericytes may have different functions in response to ischemic stroke.

Previously published transcriptomic studies on ischemic stroke were either performed using bulk-sequencing methods only and therefore not suitable to detect changes in gene expression from different cell types and cellular subtypes [86–88], or restricted to one timepoint after the ischemic insult [20, 62, 88, 89]. Our work extends those studies and provides specific new insights on the transcriptomic signature of pericytes in ischemic stroke, adding important knowledge on the emerging key role pericytes have at the blood/brain interface in particular as regulators of BBB integrity and inflammation after stroke, consistent with a role of pericytes as neuroinflammatory mediators at the BBB [90]. Further studies are warranted to confirm the functional implications of potential target genes in pericytes in the future and to pave the way for therapeutics modulating the pericyte response in stroke.

### Supplementary information

ESM 1

ESM 2

ESM 3

ESM 4

ESM 5

ESM 6

ESM 7

# Supplementary material for: The Transcriptional Landscape of Pericytes in Acute Ischemic Stroke
**Source:** Transl Stroke Res. 2023 Jun 28;15(4):714–28. doi: 10.1007/s12975-023-01169-x
**Supplement:** Supplementary file 1

| Cell clusters | Markers used for identification |  |
| --- | --- | --- |
| Neuroblasts | *Dcx^+^* | [1] |
| Pericytes | *Pdgfrβ^+^, Rgs5^+^, Atp13a5^+^, Cspg4^+^, Abcc9^+^, Acta2^-^* | [2, 3] |
| Fibroblasts | *Cola1^+^, Pdgfrα^+^, Pdgfrβ^+^* | [3, 4] |
| Smooth muscle cells | *Acta2^+^, Pgbfrβ^+^* | [3, 4] |
| Oligodendrocytes | *Mog^+^* | [3] |
| Astrocytes | *Slc1a2^+^* | [5] |
| B-cells | *Cd19^+^* | [6] |
| T-cells | *Cd3e^+^* | [7] |
| Endothelial cells | *Pecam1^+^* | [3] |
| Perivascular macrophages | *Mrc1^+^* | [7] |
| Microglia | *Aif1^+^* | [3] |
| Neutrophils | *Fpr1^+^* | [8] |
| M2 macrophages | *Arg1^+^* | [9] |
| M1 macrophages | *Cd163^+^* | [9] |
| Monocytes | *Cd38^+^, Cd163^-^, Agr1^-^* | [9] |

1. Liu, X.S., et al., *Gene profiles and electrophysiology of doublecortin-expressing cells in the subventricular zone after ischemic stroke.* J Cereb Blood Flow Metab, 2009. **29**(2): p. 297-307.

2. Duan, L., et al., *PDGFRbeta Cells Rapidly Relay Inflammatory Signal from the Circulatory System to Neurons via Chemokine CCL2.* Neuron, 2018. **100**(1): p. 183-200 e8.

3. Vanlandewijck, M., et al., *A molecular atlas of cell types and zonation in the brain vasculature.* Nature, 2018. **554**(7693): p. 475-480.

4. Dorrier, C.E., et al., *CNS fibroblasts form a fibrotic scar in response to immune cell infiltration.* Nat Neurosci, 2021. **24**(2): p. 234-244.

5. Sharma, A., et al., *Divergent roles of astrocytic versus neuronal EAAT2 deficiency on cognition and overlap with aging and Alzheimer's molecular signatures.* Proc Natl Acad Sci U S A, 2019. **116**(43): p. 21800-21811.

6. Wang, K., G. Wei, and D. Liu, *CD19: a biomarker for B cell development, lymphoma diagnosis and therapy.* Exp Hematol Oncol, 2012. **1**(1): p. 36.

7. de Saint Basile, G., et al., *Severe combined immunodeficiency caused by deficiency in either the delta or the epsilon subunit of CD3.* J Clin Invest, 2004. **114**(10): p. 1512-7.

8. Leslie, J., et al., *FPR-1 is an important regulator of neutrophil recruitment and a tissue-specific driver of pulmonary fibrosis.* JCI Insight, 2020. **5**(4).

9. Jablonski, K.A., et al., *Novel Markers to Delineate Murine M1 and M2 Macrophages.* PLoS One, 2015. **10**(12): p. e0145342.

# Supplementary material for: The Transcriptional Landscape of Pericytes in Acute Ischemic Stroke
**Source:** Transl Stroke Res. 2023 Jun 28;15(4):714–28. doi: 10.1007/s12975-023-01169-x
**Supplement:** Supplementary file 3

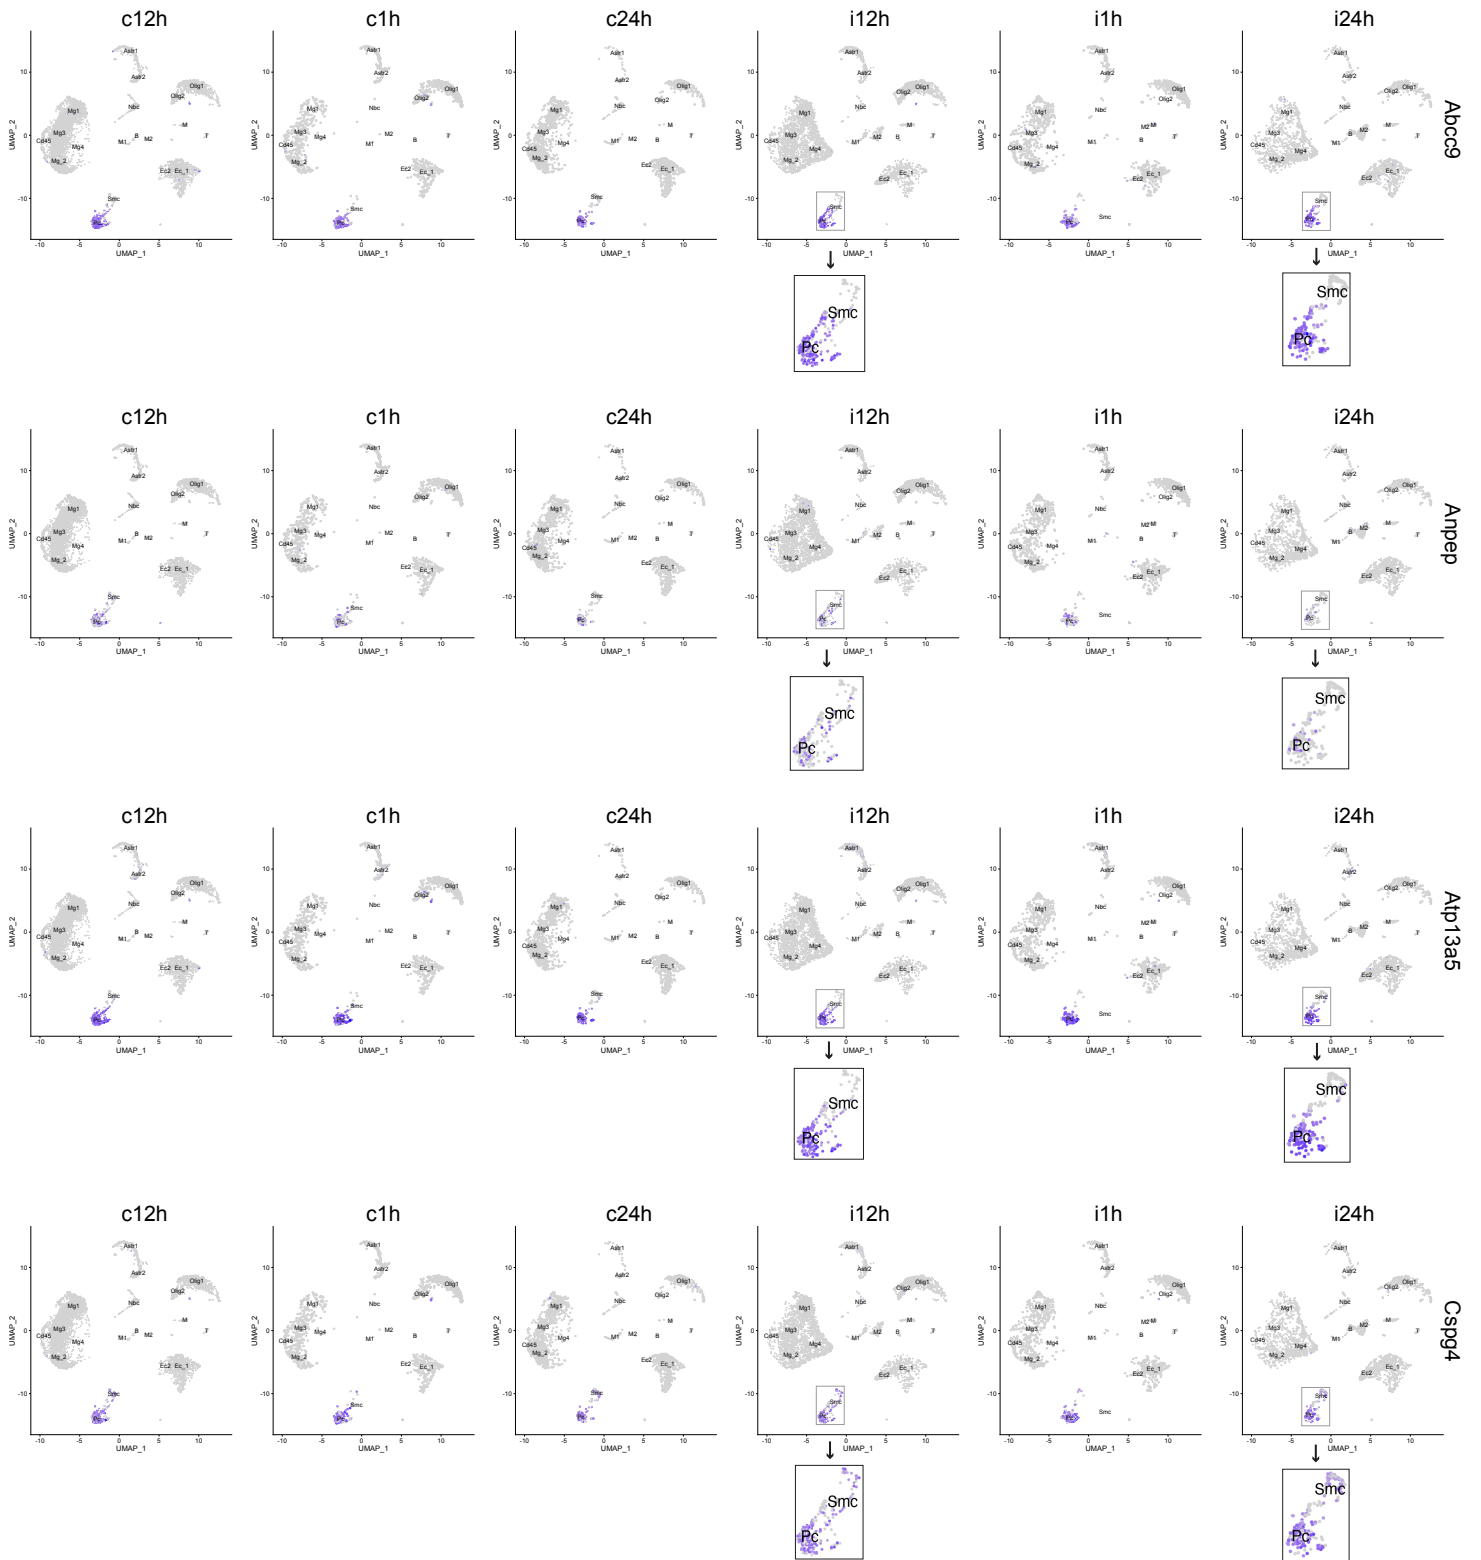

**Suppl. Fig 1.** Extended characterization of pericytes cluster from Figure 1. UMAP plots showing scRNA-seq data, colored by gene expression value. In addition to *Pdgfr $\beta$*  and *Rgs5*, the pericytes (Pc) express *Abcc9*, *Anpep*, *Atp13a5* and *Cspg4*. c = contralateral; i = ipsilateral; h = hour. Smc = smooth muscle cells.

# Supplementary material for: The Transcriptional Landscape of Pericytes in Acute Ischemic Stroke
**Source:** Transl Stroke Res. 2023 Jun 28;15(4):714–28. doi: 10.1007/s12975-023-01169-x
**Supplement:** Supplementary file 4

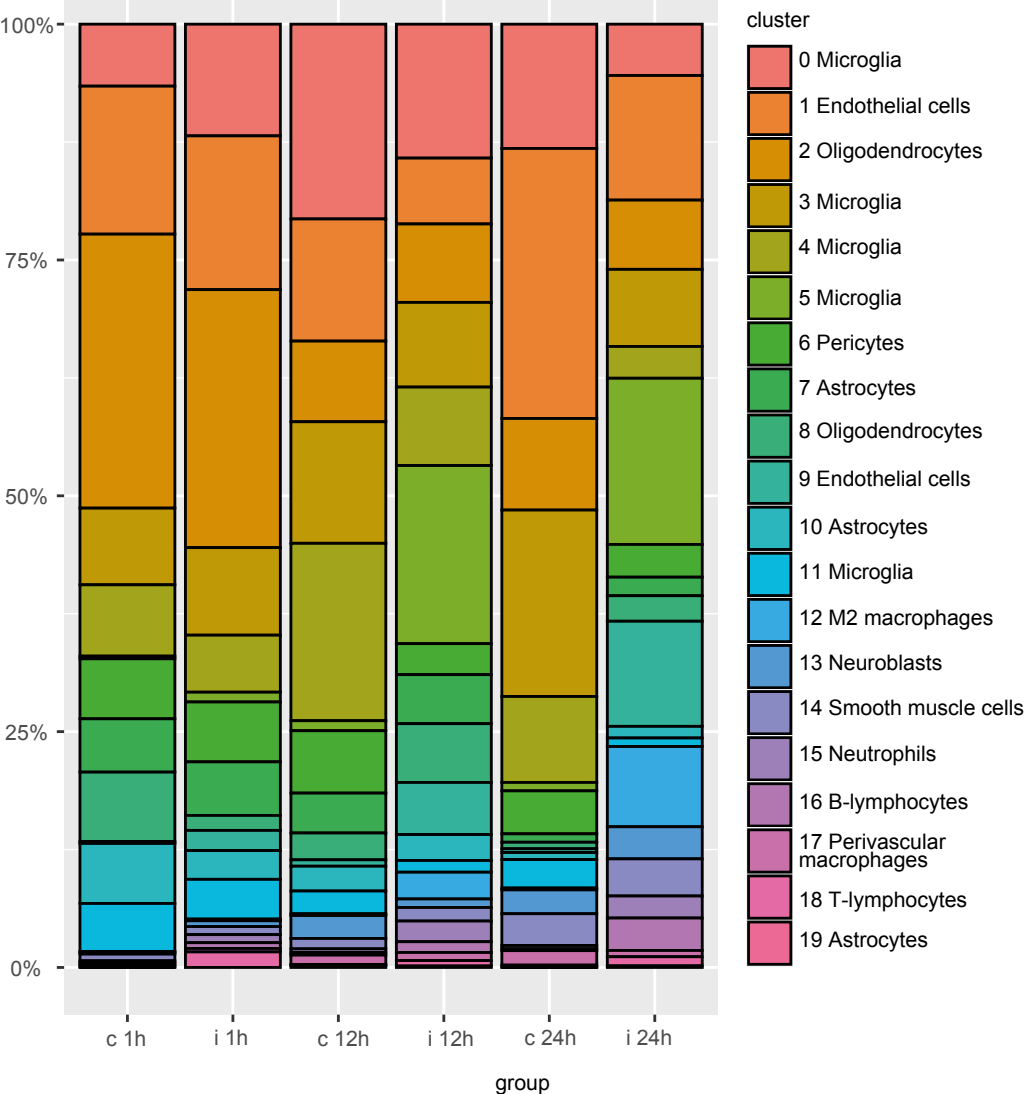

**Suppl. Fig. 2** Relative distribution of cell clusters from Figure 1 across the timepoints and hemispheres. c = contralateral; i = ipsilateral; h = hour

# Supplementary material for: The Transcriptional Landscape of Pericytes in Acute Ischemic Stroke
**Source:** Transl Stroke Res. 2023 Jun 28;15(4):714–28. doi: 10.1007/s12975-023-01169-x
**Supplement:** Supplementary file 5

a

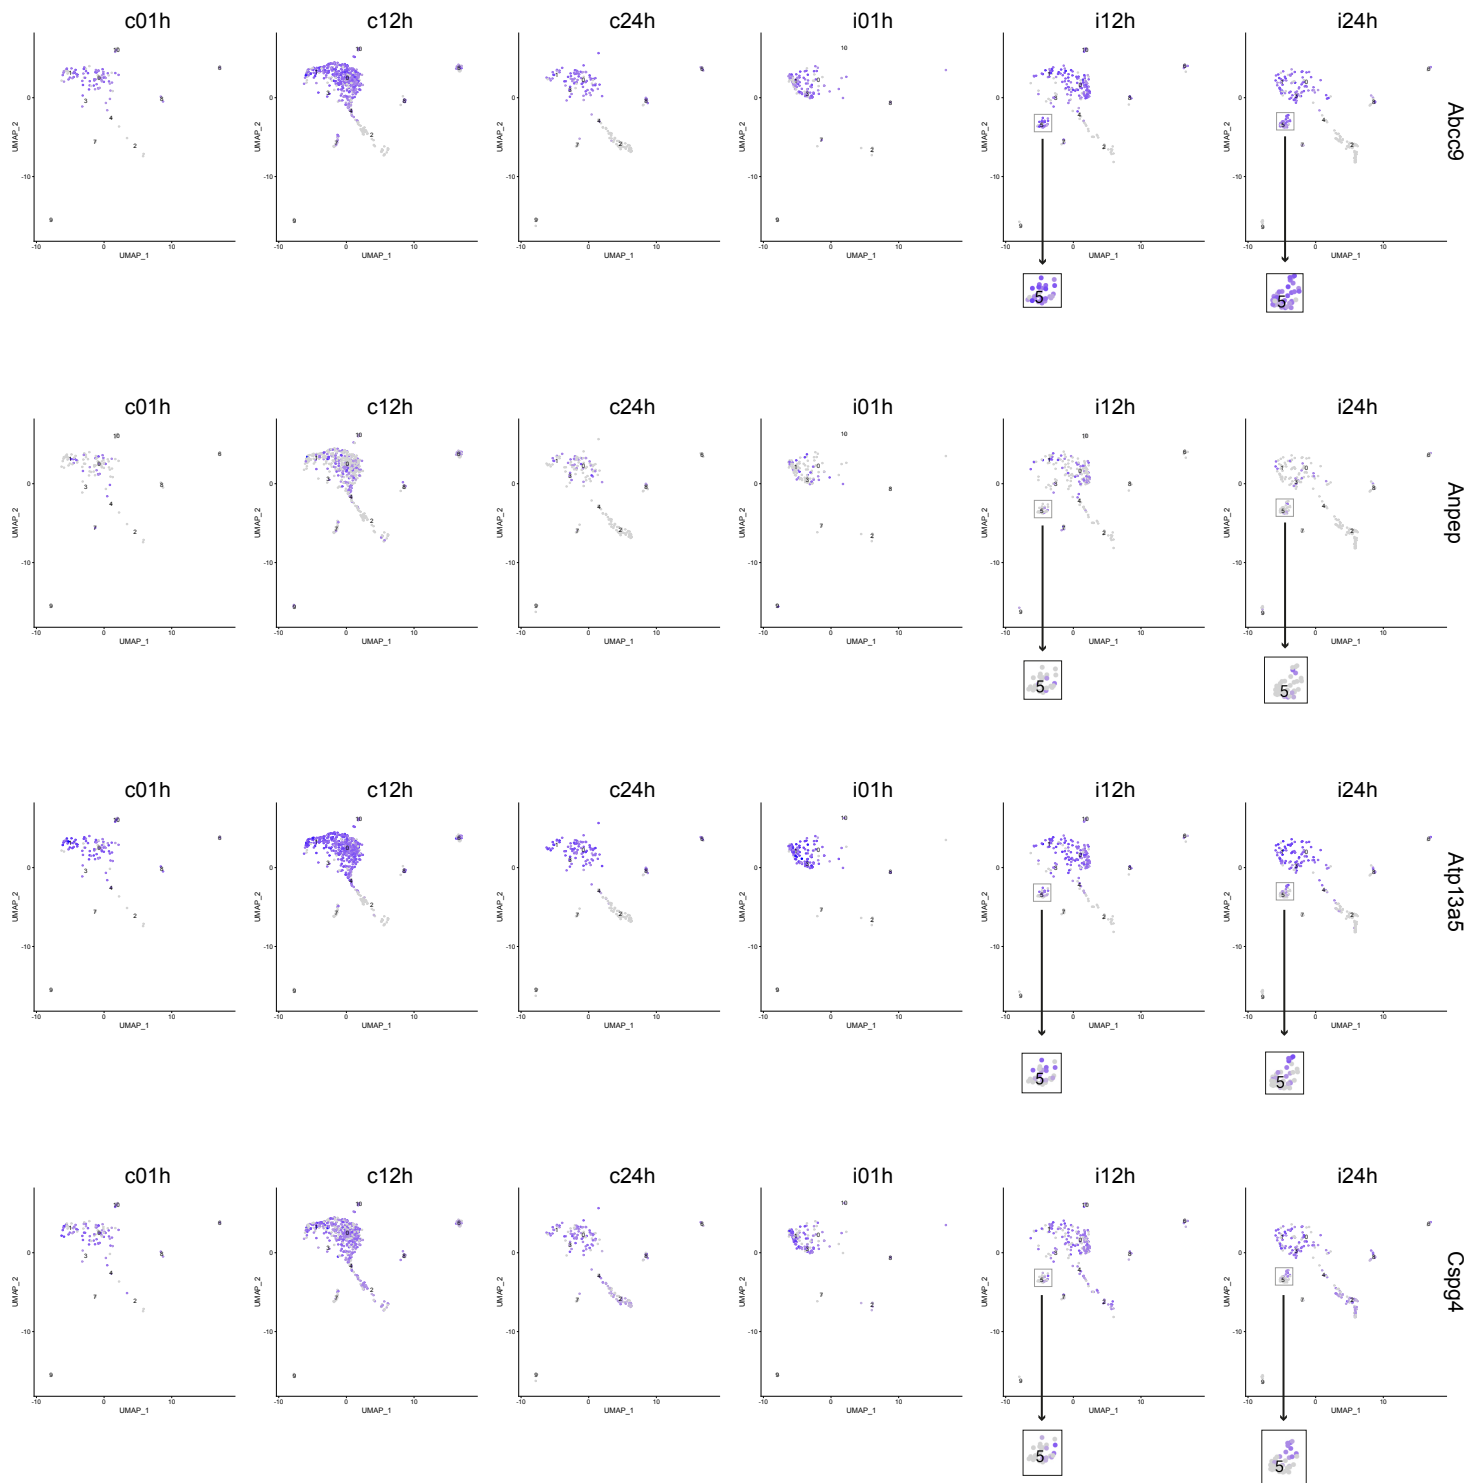

b

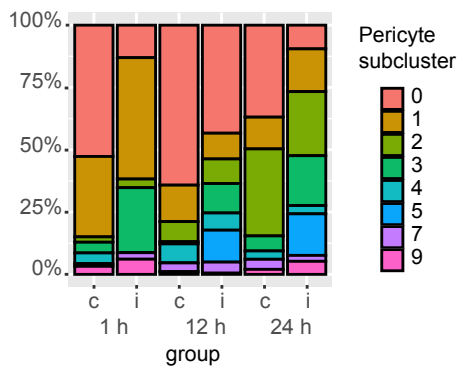

**Suppl. Fig 3.** Extended characterization of the mural cells sub-clusters from Figure 2. a) UMAP plots showing scRNA-seq data of the mural cell reclustering analysis, colored by gene expression value. The pericytes subcluster 5, in addition to *Pdgfr $\beta$*  and *Rgs5*, shows expression of *Abcc9*, *Atp13a5*, *Cspg4* and partially of *Anpep*. (b) Distribution of the pericytes subclusters from Figure 2 across the timepoints and hemispheres. c = contralateral; i = ipsilateral; h = hour

# Supplementary material for: The Transcriptional Landscape of Pericytes in Acute Ischemic Stroke
**Source:** Transl Stroke Res. 2023 Jun 28;15(4):714–28. doi: 10.1007/s12975-023-01169-x
**Supplement:** Supplementary file 6

a

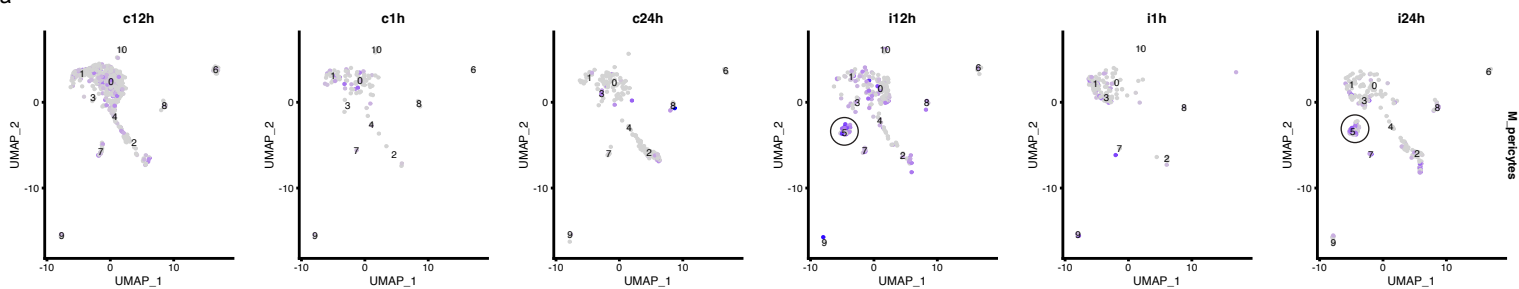

b

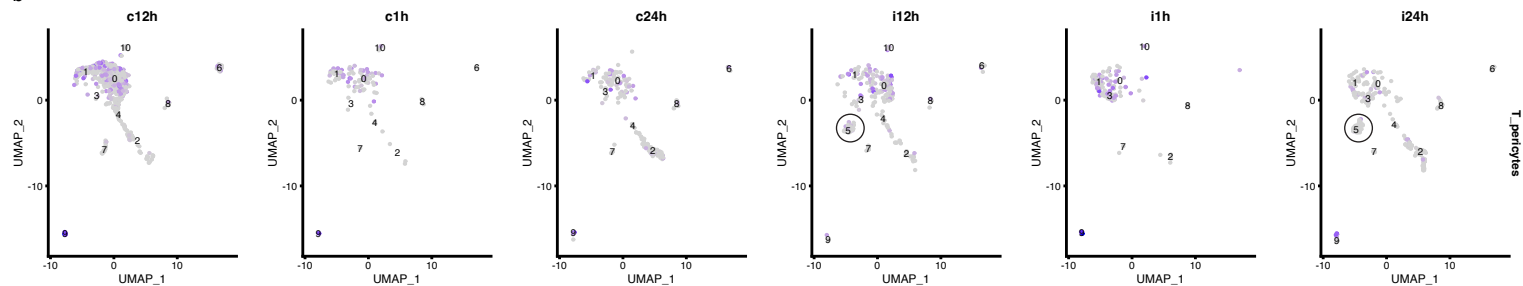

**Suppl. Fig 4.** UMAP plots of the mural cells subclusters showing scRNA-seq data, colored by gene expression value (a) UMAPs showing the expression of genes (*Col4a1*, *Col4a2*, *Col4a3*, *Col4a4*, *Lama4*, *Adamts*) associated with M- (matrix) pericytes (b) UMAPs showing the expression of genes (*Slc20a2*, *Slc6a1*, *Slc1a3*, *Slc12a7*, *Slc6a12*, *Slc6a13*) related to T- (transport) pericytes. c = contralateral; i = ipsilateral; h = hour. Smc = smooth muscle cells.

# Supplementary material for: The Transcriptional Landscape of Pericytes in Acute Ischemic Stroke
**Source:** Transl Stroke Res. 2023 Jun 28;15(4):714–28. doi: 10.1007/s12975-023-01169-x
**Supplement:** Supplementary file 7

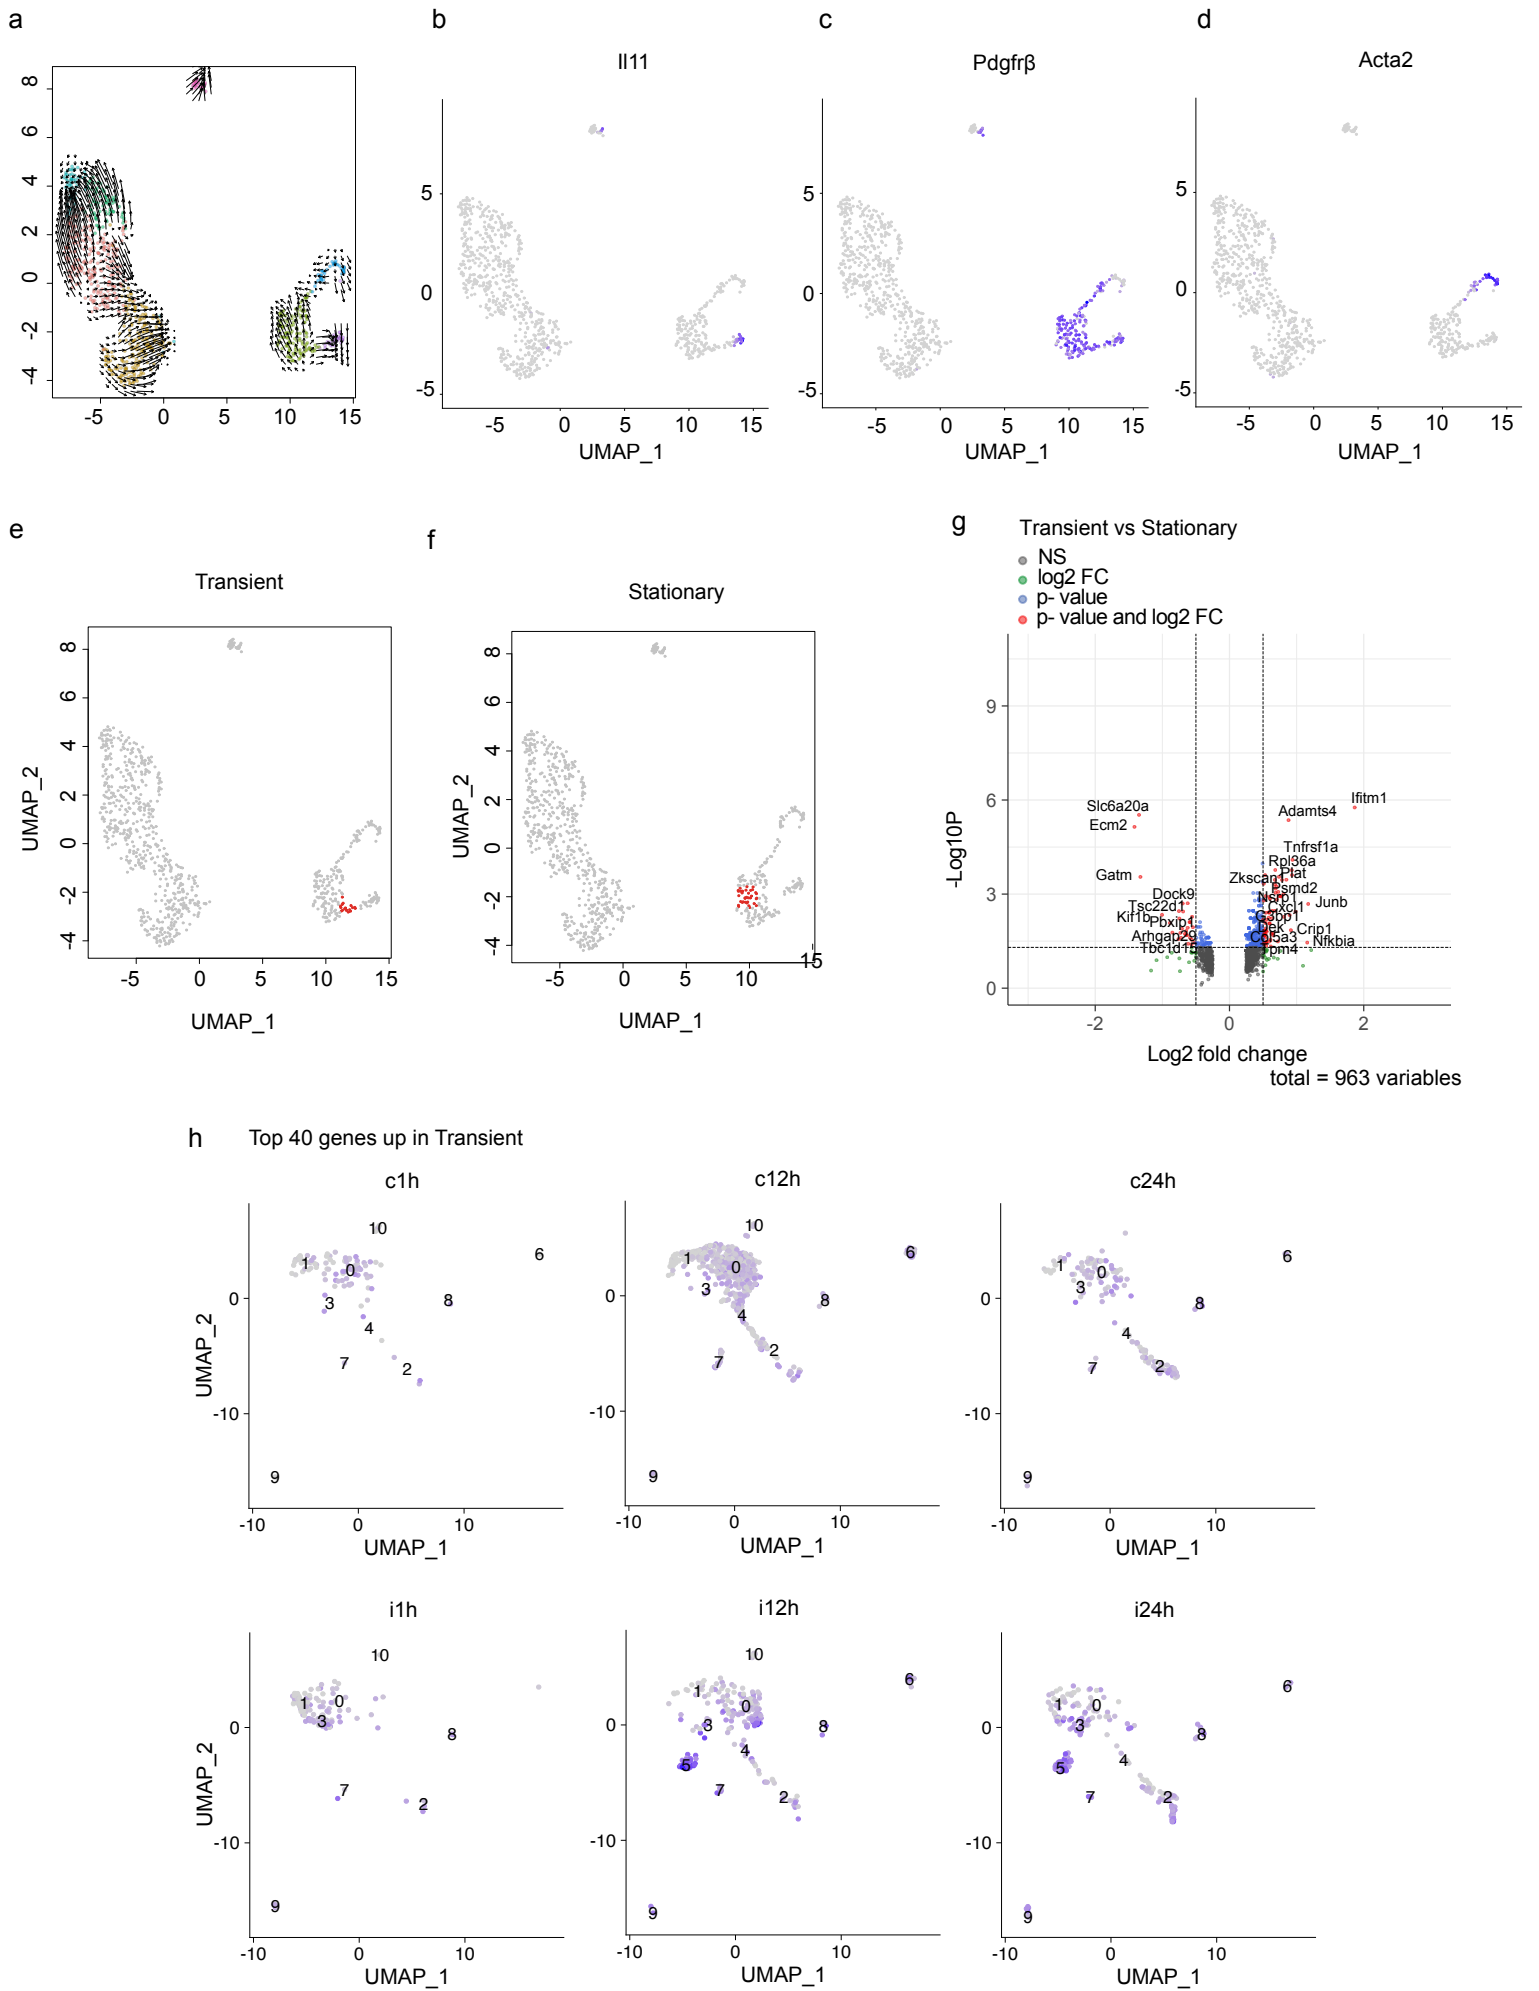

**Suppl. Fig. 5 Velocityto pseudotime analysis at 12h suggests *Il11*-expressing cluster of pericytes as derived from pericytes** (a) Velocityto of the ipsilateral 12 hours data containing mural cells and endothelial cells. Expression of *Il11* (b), *Pdgfr $\beta$*  (c) and *Acta2* (d) in the different Velocityto clusters, respectively (e) Transient and (f) Stationary pericytes towards *Il11* expressing-cells from Velocityto (g) Volcano plot showing the DEGs between the stationary and the transient pericytes (h) The top 40 upregulated DEGs were used as a gene signature and plotted in mural cell sub clusters as in Figure 2.

How the deposited data were processed for this re-analysis (not part of the article)

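Brain cells depleted of mature neurons were profiled by 10× single-cell RNA sequencing in 6 groups, the contralateral and the ipsilateral hemispheres at 1, 12 and 24 h after permanent occlusion of the middle cerebral artery, with 1 library per group. For this sequencing the paper gives 3 mice. The authors deposited UMI counts as whole numbers per gene and barcode, made with Cell Ranger 5.0.1 and its aggr step, which by their methods was run to normalize for depth between experiments. The deposited counts are unfiltered, with 6794880 barcodes for each library and 60710991 entries above 0, and are not log-transformed. The genome build and the annotation are not given in the sources used here. Of the 32285 gene IDs of the matrix, 32235 are in the GENCODE vM21 annotation, 31502 of them with the same symbol, and gene symbols are those of the matrix. Positions from that annotation were used only to look for genes overlapping Il11. The sample labels name the groups, but nothing in the sources used here names the group of each numbered library. Every library therefore stayed without a condition, the cells were analysed as 1 pooled sample, and no statement about a hemisphere or a timepoint was examined. No values of the libraries were used to guess their conditions.

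Cells were called in each library from the UMIs per barcode. A barcode was kept when it had at least 0.1 of the 99th percentile of the 3000 deepest barcodes. Barcodes with fewer than 200 features or over 10% mitochondrial counts were then removed, as in the paper. The cells of libraries 1 to 6 had median depths of 5484, 5198, 5053, 5610, 5407 and 5662.5 UMIs. Counts were log-normalized at a scale of 10000, 2000 variable genes were chosen by standardized variance, and principal components, 20 shared nearest neighbours and Leiden clustering followed, with 30 components for all cells and 15 for the mural cells, at resolution 0.8 and seed 1. The paper states neither the number of components nor the resolution. From the variable genes, 26 genes were left out so that their values do not define a cluster, namely the 10 genes the paper names for subcluster 5, the 6 M genes, the 6 T genes and the 4 tested pericyte markers. Doublets were called within each library by the procedure of Scrublet, with 2 simulated doublets per cell and an expected rate of 6%. The share called ranged from 0.841% to 3.01% of the cells of a library. Doublets were kept in the values unless stated, and removed in an alternative.

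Clusters were named from marker lists for 18 cell classes, fixed with the comparisons and most of the alternatives before the data were examined. A cluster took the class with the highest mean log2 ratio of its markers to the median cluster, computed with a pseudocount of 10 CPM, and needed at least 3 markers raised at least 2 times. No cluster was named for NK cells, dendritic cells, oligodendrocyte precursors or ependymal cells, and at least 1 cluster was named for each of the other classes. The baseline of the score was set after the data had been seen. So were 4 rules on names, which left a cluster unnamed when its leading genes were hemoglobin genes, when over 50% of its cells were called doublets, when the best score led the next by under 1 on the log2 scale, or when a mural subcluster scored 3 or more for a class outside the mural cells. Clusters 15, 22 and 24 were left unnamed by these rules, with 60, 64, 166, 85, 57 and 31 cells in libraries 1 to 6. Mural subclusters 5, 9, 10 and 11 were left unnamed too, with 173 cells together. Cell names were rebuilt here, so that a difference from the study may come from them.

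Genes named in the text are every gene the paper names for the single-cell data, the genes its supplementary table lists for subcluster 5, the marker genes and the leading genes of clusters. Sik1 was included as another reading of the paper's symbol Sik. The values the paper gives for these genes had been seen when the rule was written. The clock genes, the genes on the sex chromosomes and the genes abundant in microglia or endothelial cells were listed later, after the values of the clusters had been seen.

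Expression was summed over cells as CPM with exact 95% Poisson intervals, ratios of 2 sums had exact conditional intervals, and shares of cells had exact binomial (Clopper-Pearson) intervals. A share of 0 was given the limit of 3 counts. Cells are not replicates and each group had 1 library, so no p-value was computed. M and T scores followed UCell with a largest rank of 1500. To compare shares and scores across depths, cells were thinned to 1000 UMIs without replacement, and no cell was shallower. Free RNA was measured in barcodes with between 1 and 50 UMIs. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2, scikit-image 0.26.0 and matplotlib 3.10.9. The steps of Scrublet and UCell were written out anew, since neither package was used.

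The steps were tested on simulated cells of 6 types and 1 state of 60 cells, drawn over 32285 genes after values of the real cells had been seen. The doublet step called 92.0% of simulated doublets of 2 types and 0.0% of single cells. In the real libraries fewer simulated doublets lay above the threshold, 32.5% in library 6, the lowest, 37.5% in library 4 and 56.5% in library 1, the highest. Doublets in the real libraries can therefore go uncalled. Clustering placed 96.8% of cells in a cluster of their own type or state, but it left the 60-cell state inside its type, with 0.0% of it in a cluster of its own. Re-clustering of that type, a step added after this was seen, found 100% of the state in a subcluster that held nothing else. Of 200 simulated changed genes, the true ratio lay inside the interval for 96.5%, and of 200 unchanged genes for 96.0%. All simulated cells of a type or state were drawn from the same profile, so that this coverage was nearly fixed in advance. It does not hold for real cells that differ among themselves, as where 173 of 184 Il11 UMIs lay in 1 fibroblast-like cell.

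The alternatives changed the cell call, the mitochondrial limit, the resolution, the number of components, the genes left out, the treatment of doublets, the normalization, the weighting of libraries and the cells compared, and left out each library in turn. Quantitative PCR, immunohistochemistry, RNA velocity and gene set enrichment were not analysed here. Differential expression by hemisphere or timepoint was not analysed because the libraries are not named.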

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

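The doublet test of the oligodendrocyte-like cluster, its comparison within each library, the comparison of the 2 clock gene sets and that of clock genes within single clusters were tests chosen only after the results were seen. The tests of microglia RNA, of leaving microglia genes out and of cell types behind the clock genes were written down once the patterns had been noticed, but before their own results were seen.

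A cluster of 141 oligodendrocyte-like cells, numbered 20 here and led by Serpina3n, Btc and Il33, is not discussed in the paper. It held 14.3% of the 617 oligodendrocyte-like cells of library 4 and 18.5% of the 287 of library 6. No cell of it came from the other libraries, which had 453, 474, 661 and 209 oligodendrocyte-like cells for libraries 1, 2, 3 and 5. It stands out because it lies above the limit that a count of 0 allows in those libraries. Called doublets do not account for it, since they made up 0.709% of its cells (0.0180–3.89%), no more beyond counting error than the 0.508% of the other oligodendrocyte-like cells. A doublet can go uncalled, but the genes abundant in microglia were at 995 CPM in its cells of library 4 and 605 CPM in those of library 6, far below the 46308 CPM of microglia-like cells. RNA of microglia stays open. The 7 genes abundant in microglia were 11.6 times higher (10.3–13.0) in this cluster than in the other oligodendrocyte-like cells of library 4, and 9.16 times higher (7.37–11.5) within library 6. The 6 genes abundant in endothelial cells were not raised in this way, with ratios of 0.773 (0.652–0.911) and 1.18 (0.921–1.51). Microglia genes are not the only difference. With the 7469 genes that are over 2 times higher in microglia-like cells left out, 88.7% of the cells of the cluster were found together again, in a cluster of 145 cells. Whether microglia RNA entered the droplets or the cells themselves carried it cannot be told apart from these values. With 1 library per condition, a cluster of 2 libraries may also reflect how those libraries were made. Cluster 20 was not alone in lying mainly in libraries 4 and 6. These libraries held 794 and 611 of the 1434 cells of microglia-like cluster 4. They held 178 and 330 of the 579 cells of endothelial-like cluster 9. Of the 376 monocyte-derived macrophage-like cells they held 122 and 236, and of the 58 cells of the response subcluster 24 and 34. A biological explanation by hemisphere or timepoint stays open and was not tested, because the libraries are not named.

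Clock genes, which the paper does not discuss, differed between the libraries. The 7 genes Dbp, Tef, Hlf, Nr1d1, Nr1d2, Per3 and Ciart together reached 453 CPM (441–465) in library 5, the highest, and 91.1 CPM (87.5–94.8) in library 4, the lowest. Libraries 1, 2, 3 and 6 had 331, 276, 131 and 240 CPM. A different mix of cell types does not account for this as a whole. Within single cell classes, 63 of 75 pairs of libraries differed in these genes beyond counting error. The libraries fill the clusters of a class unevenly, but within single clusters 113 of 146 pairs with 20 or more cells each also differed. The time of day at which the mice were killed is a candidate explanation. In the mouse clock Arntl, Npas2 and Clock act in the opposite phase. Where both sets differed, in 36 pairs, they went in opposite directions in 31. Over 1000 pairs of random gene sets of like expression the median was 5 and the most was 23. The pairs share the same 6 libraries, so that this rests on few independent differences, and neither the paper nor the labels give a time of collection. The spread between animals and between preparations was not measured. In the largest clusters, 0, 1 and 2, the ratio between libraries 1 and 2 was 1.02, 1.24 and 1.00, within counting error. Between libraries 5 and 6 it was 1.11, 1.05 and 1.02, also within counting error. Between libraries 3 and 4 it was 1.57, 1.32 and 0.897, and between libraries 1 and 3 it was 2.77, 2.66 and 7.87. Not all clusters showed this. In cluster 3 libraries 1 and 2 differed, at 0.755, and in cluster 19 library 1 did not differ from libraries 3 and 4, at 1.11 and 1.53. In clusters 0, 1 and 2, libraries 1, 2, 5 and 6 each differed from libraries 3 and 4 beyond counting error. So did libraries 1 and 2 from libraries 5 and 6, with ratios of 0.458, 0.608 and 0.723 between libraries 1 and 5. The hemisphere divides the libraries evenly, so that these clusters argue against it as the only cause. The time of day, the timepoint, the animal, the kit that the labels name and the sequencing run cannot be told apart here.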

How the results depend on the processing

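The comparison of Il11 in the response subcluster with the highest other class, the removal of the fibroblast-like cell with most Il11 UMIs, the M score without Adamts1, the thinning of cells for the M and T scores and the response subcluster, the restriction of these scores to other pericyte-like mural cells, the response subcluster with 10 components, and the share of Il11 UMIs in it with 1 library left out were tests chosen only after the values were seen.

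No paired analysis was possible because the numbered libraries are not named, so that the 2 hemispheres of a timepoint cannot be matched, and no result comes from a test between groups.

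The number of cells stayed between 15804 and 19864 under the 3 alternatives. The mean number of genes per cell, 2214, fell to 2008 with the paper's filters alone and to 2050 (2049.66) with a minimum of 500 UMIs, which by construction add shallower barcodes. The number of clusters ranged from 20 to 33, and that of mural subclusters from 9 to 13. The response subcluster stayed between 4.83% and 5.26% of mural cells under 6 alternatives, and only with 10 components did it hold a cell of another library than 4 and 6. Each of the 4 tested pericyte markers stayed highest in pericyte-like cells under all 8 alternatives, and each of the 10 subcluster 5 genes stayed above a ratio of 1 under all 13. Of 32 recomputed ratios of single pericyte markers, 3 moved beyond counting error. Library 4 decides most for Abcc9, whose ratio was 81.2 without it. The ratio of Anpep, 1.59, rose beyond counting error from 1 without library 2, at 2.13, and with called doublets removed, at 1.74.

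Il11 depended most on single libraries and cells. Its ratio of all pericyte-like cells to the fibroblast-like cells, 0.458, reversed to 7.34 without 1 fibroblast-like cell, and was 0.342 in cells thinned to 1000 UMIs. With 1 library left out it lay between 0.0828 without library 6 and 6.31 without library 4, a change of direction. The cause is visible in the counts, since library 4 holds the fibroblast-like cell with 173 UMIs and library 6 holds 1200 of the 1501 UMIs of the response subcluster. The ratio of the response subcluster to the fibroblast-like cells, 4.94, stayed above 1 in every setting run. It was 6.62 as the mean of the cells' own CPM and 79.1 without the 1 cell, and lay between 1.67 without library 6 and 91.4 without library 4. The share of Il11 UMIs that lay in the response subcluster, 74.8%, was 44.1% without library 6 and 86.4% without library 4.

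The M score difference of the response subcluster from all other mural cells, 0.157, kept its sign. It was 0.109 in thinned cells, 0.144 against other pericyte-like mural cells and 0.0905 without Adamts1, and lay between 0.144 (without library 4) and 0.186 (without library 6) with 1 library left out. The T score difference, -0.0286, also kept its sign, at -0.0213 in thinned cells and -0.0364 against other pericyte-like mural cells, and between -0.0314 and -0.0229 with 1 library left out. As summed CPM in place of a rank score, the ratio to other mural cells was 2.01 for the M genes and 0.199 for the T genes. Why these differences moved was not tested beyond the genes named.

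Of 130 recomputed ratios of single subcluster 5 genes, 48 moved beyond counting error, none below 1. The ratio of Il11 to other mural cells, 211, moved most, to 2489 without library 4 and to 106 without library 6, and was 133 without library 3. Against other pericyte-like cells alone it was 1523, and with the 2 libraries that hold response cells weighted equally it was 60.8. The same weighting lowered Ednrb to 22.0, Rdh10 to 19.8 and Ccl2 to 11.5. Without library 4 the ratios of Rdh10, Ednrb and Ccl2 rose to 92.0, 105 and 35.9 from 42.2, 48.4 and 23.1. Depth limits the small groups. The 31 fibroblast-like cells held 197691 UMIs, and mural cells numbered 89 in library 1, where a response share of up to 3.37% would give no cell.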

Differences from the paper's values

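In this part, the removal of 1 fibroblast-like cell, the share of Il11 UMIs with library 6 left out and the share of oligodendrocyte-like cells with Il11 were tests chosen only after the result was seen. Of the paper's counts of cells, genes per cell, clusters and mural subclusters, none lay more than 1.5 times from the value here, whereas 3 counts of named mural subclusters did. The paper's 23675 cells stand beside 17352 cells here, and its 2020 genes per cell beside 2214. None of the alternatives set before the data were examined reached that number of cells, with 19864 at most, and the 22913 barcodes with 200 or more features are also fewer. With the paper's filters alone the mean was 2008 genes, and with a minimum of 500 UMIs it was 2050 (2049.66). The paper's 19 clusters stand beside 28 here, 20 at resolution 0.4, 28 with 20 components and 33 at resolution 1.2, the last of which differs by more than 1.5 times. The paper gives up to 10 mural subclusters for a timepoint and condition and numbers them from 0 to 10, which makes 11 in all. The pooled cells gave 12, or 9 at resolution 0.4, 13 at resolution 1.2 and 11 with 10 components.

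The paper states that Il11 is missing from cell types other than its pericyte subcluster 5. Here 74.8% of the Il11 UMIs in cells were in the response subcluster, or 44.1% without library 6, and microglia-like cells were at 0.0452 CPM. Fibroblast-like cells had 931 CPM, or 58.1 CPM without 1 cell, and 2.48% of oligodendrocyte-like cells had an Il11 UMI. The study's statement is on its own groups of cells, whereas all hemispheres and timepoints are pooled here. The study's quantitative PCR and protein staining for Il11 were not examined. The paper names a fibroblast subcluster among the mural cells, and no mural subcluster here had a UMI of Pdgfra, although the response subcluster had 1489 CPM of Dcn. The 31 fibroblast-like cells here lie in a cluster outside the mural cells. The paper's count of fibroblast subclusters is 1, and 0 were named so here in each of the 4 settings run. The paper calls 4 mural subclusters pericytes, where 7 were named pericyte-like here, 5 at resolution 0.4, 6 with 10 components and 8 at resolution 1.2. The paper calls 3 mural subclusters smooth muscle cells, where 1 was named so here, as at resolution 0.4 and with 10 components. Subclusters 8 and 10, which were not named so, also held Acta2, at 1615 and 4307 CPM, and resolution 1.2 gave 2 smooth muscle-like subclusters. The paper's 3 subclusters with markers of a second cell type stand beside 3 here. Cell names were rebuilt.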

Other observations

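The tests of called doublets in the response subcluster, of free RNA and doublets in the separate parts of the non-mural cells with Il11, all 4 tests of Il11 in oligodendrocyte-like cells, and the comparison of thinned cells with permuted libraries were tests chosen only after the result was seen. The tests of depth in the response subcluster, of free RNA and called doublets over all non-mural cells and of the grouping of pericyte-like cells were written down once the patterns had been noticed, but before their own results were seen.

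The share of mural cells in the response subcluster fell into separate clusters of libraries. It was 12.0% (7.84–17.3%) in library 4, with 24 of 200 cells, and 17.6% (12.5–23.7%) in library 6, with 34 of 193. Libraries 1, 2, 3 and 5 had 0 of 89, 0 of 90, 0 of 453 and 0 of 154, which allows shares of up to 3.37%, 3.33%, 0.662% and 1.95%. With 10 components, 1 of 62 cells was from library 1. The conditions of these libraries are not known here, and no biological explanation was tested. Called doublets do not account for the subcluster, since 0.0% of its 58 cells were called doublets (a limit of 5.17%), against 5.35% of the other mural cells. A doublet can go uncalled, since only 37.5% and 32.5% of simulated doublets lay above the threshold in libraries 4 and 6. The genes abundant in microglia were 91.9 CPM in the response subcluster and 206 CPM in other pericyte-like mural cells, and those abundant in endothelial cells 695 and 710 CPM, against 46308 and 28103 CPM in microglia-like and endothelial-like cells. Depth does not account for it either. In mural cells thinned to 1000 UMIs and clustered again, the subcluster picked by the same rule held 58 cells, of which 56 were the same cells.

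For the 10 genes that the paper names for its subcluster 5 at 24 h, each ratio of the response subcluster to all other mural cells was above 1 in the pooled cells. Summed over libraries, the ratio was 211 (174–257) for Il11, 48.4 for Ednrb, 42.2 for Rdh10, 30.8 for Mt2, 30.2 for Stc1, 23.1 for Ccl2, 19.7 for Adamts4, 17.1 for Il6, 12.0 for Dbn1 and 10.2 (9.15–11.4) for Fstl1. These sums set response cells of libraries 4 and 6 against mural cells of all libraries, and the order below Il11 changed within single libraries. Within library 4 the ratios were 20.4 (16.3–25.8) for Il11, 18.8 for Mt2, 11.8 for Stc1, 11.5 for Il6, 11.0 for Ednrb, 10.3 for Rdh10, 10.1 for Adamts4, 9.09 for Ccl2, 5.40 for Fstl1 and 4.65 (2.04–10.2) for Dbn1. Within library 6 they were 633 (320–1469), 17.9, 31.7, 12.7, 97.1, 118, 16.6, 32.2, 8.30 and 19.3 (8.36–51.8) for the same genes in that order. The 103 Il11 UMIs in other mural cells of library 4 were in 4 cells of the subclusters mixed with a second cell type, so that its ratio of 20.4 rests on them, and its other pericyte-like cells had 0. The 10 genes were chosen by the study from these libraries, so that these ratios are no independent evidence for them.

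Other cell classes differed in these genes. Il6 was 371 CPM (308–443) in the response subcluster, 51.7 CPM in monocyte-derived macrophage-like cells, 46.4 CPM in smooth muscle-like mural cells and 14.7 CPM in microglia-like cells. Ccl2 was 2702 CPM (2527–2887) in the response subcluster and 3399 CPM (3147–3666) in the 31 fibroblast-like cells, with 759 CPM in the perivascular macrophage-like cluster, which also held dendritic cell markers, 392 CPM in monocyte-derived macrophage-like cells and 363 CPM in microglia-like cells. Adamts4 was 625 CPM (542–717) in the response subcluster and 102 CPM (97.6–106) in oligodendrocyte-like cells.

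Il11 UMIs outside the mural clusters numbered 394. Free RNA does not account for them as a whole. Relative to near-empty droplets, non-mural cells had 0.764 times the Il11 level, and all 7 of the pericyte markers, which most of these cells should lack, had a lower ratio. Fibroblast-like cells are an exception, since they held UMIs of these markers, which raises the marker ratios and does not lower them. Most of the Il11 UMIs lie in single cells, since 4 cells with 10 or more UMIs held 72.1% of the 394. These cells lie in libraries 4 and 6, the libraries with response cells. None was called a doublet, but a doublet can go uncalled. All 58 response cells held UMIs of the 7 pericyte markers, with a median of 38. The oligodendrocyte-like cell with 34 Il11 UMIs held 0 of them. Its 14 UMIs of the 5 genes that picked the response subcluster were all of Mt1, where other oligodendrocyte-like cells had a median of 11. The first argues against a doublet with a response cell, and the second gives no sign of one. The other 2 cells outside the fibroblast-like class held many. The endothelial-like cell with 55 Il11 UMIs had 13 marker UMIs and the astrocyte-like cell with 22 had 20, more than 98.5% and 99.8% of the other cells of their class, so that both may be doublets. Of the picking genes the endothelial-like cell held 75 UMIs, where the median of its class was 2, but the astrocyte-like cell held 17, where the median was 28. The fibroblast-like cell with 173 had 14, where the median of other fibroblast-like cells was 20.5, so that a doublet and a fibroblast cannot be told apart by these markers. It held 89 UMIs of the picking genes, where other fibroblast-like cells had a median of 6, which a doublet or a fibroblast with these genes would both give. Called doublets and clusters of doublets held 1.27% of the 394 UMIs, which does not settle the matter. Apart from oligodendrocyte-like cells, non-mural cells with under 10 Il11 UMIs held 35 in 21 cells. Their level was 0.0844 times that of near-empty droplets, above the ratio of 4 of the 7 markers, and 9 of the 21 cells held a marker UMI. For these few counts free RNA, doublets and a low level in the cells cannot be told apart. No biological explanation was tested.

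Il11 in oligodendrocyte-like cells was spread over 67 cells, 9, 20, 11, 12, 5 and 10 of them in libraries 1 to 6. Of their 109 UMIs 34 were in 1 cell of library 6, and the level without it was 3.08 CPM (2.42–3.86). The share of 2.48% (1.93–3.14%) lay above the 0.0256% of microglia-like cells beyond counting error, which free RNA alone does not give. The greater depth of oligodendrocyte-like cells explains only a part, because at 1000 UMIs the share of 0.296% (0.128–0.583%) still lay above 0.0128% (0.000324–0.0712%) in microglia-like cells. Of the 67 cells, 2 held a UMI of any of the 7 pericyte markers, against 892 of 930 pericyte-like cells and 66 of the 2634 oligodendrocyte-like cells with no Il11. The summed marker level was 6.85 times higher with Il11 than without, but 19 of the 20 marker UMIs were in 1 cell, so that this ratio rests on it. An overlapping gene is not the source in the annotation, which lists 0 genes over the span of Il11. A hypothesis is that some oligodendrocytes hold Il11 RNA at a low level, and it may also be misassigned reads of another kind, which were not tested.

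Pericyte-like mural cells outside the response subcluster were grouped by library. Of their nearest neighbours, 58.9% came from the own library, against 25.2% by chance. Clock genes are not the source, since the share was 58.0% with 18 clock genes left out. Depth does not account for the whole pattern either. After thinning to 1000 UMIs the share was 41.3%, above the highest of 100 permutations of the libraries, 26.7%. Whether the fall from 58.9% reflects depth or the noise that thinning adds was not tested. The condition, the kit that the labels name and the sequencing run differ between the libraries and cannot be told apart here. No biological explanation was tested.

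The genes that the paper names for pericytes at 1 h varied between libraries in the pericyte-like mural cells outside the response subcluster. In libraries 1 to 6, Jund was 1503, 3496, 756, 627, 1138 and 1398 CPM. Fos was 265, 688, 349, 199, 789 and 990 CPM, and Jun was 662, 1726, 360, 192, 866 and 2031 CPM. Sub1 ranged from 240 to 424 CPM and Adamts1 from 41.4 to 247 CPM. In its text the paper prints the symbol Sik beside the full name of Sik3, which ranged from 27.2 to 95.2 CPM. Sik1, which that text does not name, was added here as another reading of the symbol and ranged from 53.8 to 242 CPM.

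Genes on the sex chromosomes were looked at in each library. Xist had 0, 2, 4, 3, 1 and 1 UMIs in the cells of libraries 1 to 6, whereas Ddx3y lay between 91.2 and 121 CPM in all 6, as for the male mice that the paper describes.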
